# Analysis of cardiomyocyte clonal expansion during mouse heart development and injury

**DOI:** 10.1038/s41467-018-02891-z

**Published:** 2018-02-21

**Authors:** Konstantina-Ioanna Sereti, Ngoc B. Nguyen, Paniz Kamran, Peng Zhao, Sara Ranjbarvaziri, Shuin Park, Shan Sabri, James L. Engel, Kevin Sung, Rajan P. Kulkarni, Yichen Ding, Tzung K. Hsiai, Kathrin Plath, Jason Ernst, Debashis Sahoo, Hanna K.A. Mikkola, M. Luisa Iruela-Arispe, Reza Ardehali

## Abstract

The cellular mechanisms driving cardiac tissue formation remain poorly understood, largely due to the structural and functional complexity of the heart. It is unclear whether newly generated myocytes originate from cardiac stem/progenitor cells or from pre-existing cardiomyocytes that re-enter the cell cycle. Here, we identify the source of new cardiomyocytes during mouse development and after injury. Our findings suggest that cardiac progenitors maintain proliferative potential and are the main source of cardiomyocytes during development; however, the onset of αMHC expression leads to reduced cycling capacity. Single-cell RNA sequencing reveals a proliferative, “progenitor-like” population abundant in early embryonic stages that decreases to minimal levels postnatally. Furthermore, cardiac injury by ligation of the left anterior descending artery was found to activate cardiomyocyte proliferation in neonatal but not adult mice. Our data suggest that clonal dominance of differentiating progenitors mediates cardiac development, while a distinct subpopulation of cardiomyocytes may have the potential for limited proliferation during late embryonic development and shortly after birth.

## Abstract (web summary)

During cardiac tissue formation it is unclear whether newly generated myocytes originate from cardiac progenitor cells or from pre-existing cardiomyocytes. Here, the authors use a stochastic four-colour reporter system (Rainbow) to identify the source of new cardiomyocytes during mouse development.

## Introduction

The adult mammalian heart has long been considered a non-regenerative organ and cardiomyocytes (CMs), the building blocks of the heart, as terminally differentiated cells. A number of studies have demonstrated a low rate of CM turnover^1–3^ while others have suggested the existence of distinct CM populations that maintain their proliferative capacity throughout adulthood^4^. Remarkably, zebrafish^5^ as well as neonatal mice^5,6^ can efficiently regenerate their hearts in response to injury. A recent study by Sturzu et al.^7^ reported the ability of the embryonic heart to rapidly restore extensive tissue loss through robust CM proliferation. However, the proliferative capacity of CMs during development and after birth remains an area of controversy. It is unclear whether newly generated myocytes originate from cardiac stem/progenitor cells or from pre-existing CMs that re-enter the cell cycle. In this paper, we utilized the Rainbow system to perform clonal analysis of CMs during development and after injury to obtain a better mechanistic understanding of cardiac growth. The Rainbow system marks a small number of cells and their progeny with a distinct fluorescent protein, allowing retrospective tracing of cellular expansion through easily identifiable clones in vivo.

Through single-cell lineage tracing, we find that cardiomyocytes marked as early as embryonic day 9.5 (E9.5) have the capacity to form large clones both in vitro and in vivo; however, this capacity is substantially reduced by E12.5. Additionally, our data suggest the possibility that cardiovascular progenitors contribute to the majority of cardiac growth during embryonic development and that their maturation occurs with gradual expression of cardiac-specific markers concomitant with their decreasing proliferative capacity. Single-cell RNA sequencing supports the notion of heterogeneity in the proliferative capacity of αMHC-expressing CMs over time. Within the early stages of cardiac development, we observe a potential reduction in developmental growth signals and a shift toward pathways involved in heart contraction and cellular respiration. Taken together, our study provides important insights into the source of CMs and the characteristics of progenitor cells both during development and after injury.

## Results

### Rainbow provides a direct tool for clonal expansion analyses

To study clonal distribution in the heart, we used Rainbow (hereafter termed *R26*^VT2/GK^) mice (Supplementary Figure 1a) to generate transgenic lines expressing Cre under the control of early cardiovascular progenitor transcription factors, Mesp1^8^ and Nkx2.5^9^. In this system, Cre-mediated recombination of paired lox P sites results in permanent expression of a distinct fluorescent protein in cells expressing Mesp1 or Nkx2.5 and their subsequent progeny (Fig. 1a–f). There was equal expression of all three fluorescent proteins (mCherry, mOrange, and Cerulean) in the labeled hearts (Supplementary Figure 1b–c). We analyzed heart sections at embryonic day 14.5 (E14.5), and postnatal days 1 and 21 (P1, P21) for the presence of clonal patterns. We identified single-color multicellular clusters evident across the atria and ventricles, indicating possible clonal areas (Fig. 1b, e; Supplementary Movie 1). We expected some uniformity to the clonal regions in terms of shape and size; however, hearts from different animals displayed unique clonal distribution patterns. To examine the proliferative behavior of CMs during development, we utilized *αMHC*^Cre^;*R26*^VT2/GK^ mice (Fig. 1g–i)^10^. αMHC-derived CMs appeared mainly as singletons, illustrated by the mosaic appearance of Rainbow colors and the limited occurrence of single-colored clones (Fig. 1h inset). These data suggest that cardiac progenitors marked by the expression of Mesp1 and Nkx2.5 are potential sources of substantial CM expansion, whereas αMHC-expressing CMs possess low-cycling capacity, even during embryonic development.

**Fig. 1:**
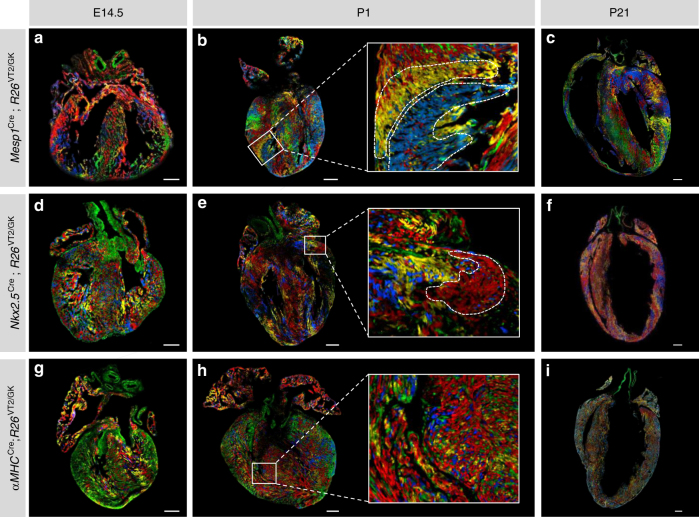
Evidence of clonal expansion during cardiac development. Representative fluorescent microscope images of **a**–**c**, *Mesp1*^Cre^; *R26*^VT2/GK^, **d**–**f**, *Nkx2.5*^Cre^; *R26*^VT2/GK^, and **g**–**i**, *αMHC*^Cre^; *R26*^VT2/GK^ longitudinal hearts sections at E14.5, P1, and P21 respectively (*n* = 4). Insets show a higher magnification of boxed areas. Putative clonal areas are traced by a dotted line. Scale bar 500 μm (**c**, **f**, **i**), all others 50 μm

### Single-cell lineage tracing of early cardiac progenitors

However, the use of Rainbow with a non-inducible Cre model results in high levels of recombination. To exclude the possibility that the observed single-color cell clusters could result from random recombination and expression of the same fluorescent protein within neighboring cells, we used tamoxifen-inducible Cre lines that permit tight spatiotemporal control on recombination events (Fig. 2a–f). We initially investigated the clonal expansion of all cell types in the heart (including CMs and stem/progenitor cells) by crossing *R26*^VT2/GK^ mice with mice harboring an inducible Cre under the control of a β-actin (*βactin*^CreER^) promoter (Fig. 2a, d). Since β-actin is ubiquitously expressed, fluorescent labeling could occur in any cell. We achieved single-cell labeling through titration of tamoxifen dosage (Supplementary Figure 2a), which generated easily identifiable clones for analysis (Supplementary Figure 2b). Twenty-four hours following administration, serum tamoxifen level was reduced to negligible levels, ensuring tight temporal control of recombination (Supplementary Figure 2c). In addition, there were no significant differences in the distribution or frequency of the three fluorescent proteins in single-cell labeling and accordingly, there was comparable prevalence of the different colored clones at the time of analysis.

**Fig. 2:**
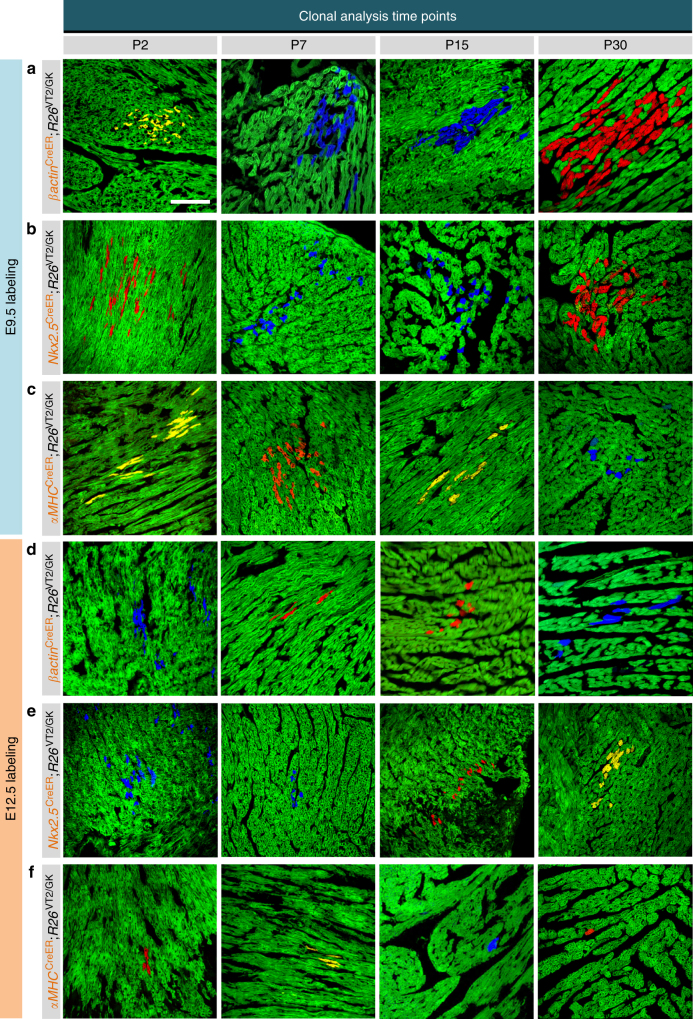
Cardiac growth occurs primarily through clonal expansion of non-αMHC-expressing cells. **a** Representative confocal microscope images of cell cluster expansion in **a**,**d** *βactin*^CreER^; *R26*^VT2/GK^, **b**,**e** *Nkx2.5*^CreER^; *R26*^VT2/GK^ and **c**,**f** *αMHC*^CreER^; *R26*^VT2/GK^ hearts at different developmental timepoints, following tamoxifen administration at E9.5 (**a**–**c**) and E12.5 (**d**–**f**) (*n* = 6 for each timepoint). Scale bar 100 μm

Within *βactin*^CreER^; *R26*^VT2/GK^ mouse hearts, we observed fibroblast, endothelial, and smooth muscle cell clones (Supplementary Figure 3a–d); however, we focused our analysis on CM clusters. When recombination was induced at E9.5, we identified single-colored clones ranging from 2 to 40 cells, with an average of 5.7 cells/clone at all timepoints analyzed (Fig. 2a and Supplementary Figure 4a–b). Clone size quantification revealed slightly larger clones at P7, P15, and P30 compared to P2 (Supplementary Figure 4b), which agrees with several studies suggesting limited proliferative capacity of CMs during early postnatal life^11–13^. Interestingly, we observed a drop in the number of clones larger than 20 cells at P30 (Supplementary Figure 4b), which was accompanied by an increase in single “Rainbow-colored” cells (Supplementary Figure 4c). Possible explanations for the higher incidence of single cells include migration of daughter cells after division within a clone or dispersion of sibling cells in a clone among other dividing neighboring cells. Isolation and in vitro culture of single “Rainbow-labeled” cardiac cells from E9.5 *βactin*^CreER^; *R26*^VT2/GK^ embryos showed that these cells retained their ability to form clones through several rounds of division (Supplementary Figure 5). These findings suggest that cardiac cells marked as early as E9.5 have the capacity to form large clones both in vivo and in vitro.

To determine whether cardiac progenitors are the main contributors to the observed CM clonal expansion, we generated an inducible Nkx2.5 reporter mouse (*Nkx2.5*^CreER^) by targeting an IRES-CreER sequence to the 3’ end of the endogenous Nkx2.5 locus, in order to avoid haploinsufficiency (Supplementary Figure 6). Clonal analysis of *Nkx2.5*^CreER^; *R26*^VT2/GK^ mice labeled at E9.5 and analyzed at P2 revealed a similar pattern of clonal expansion, with the largest clone containing 39 cells, and an average of 7.5 cells/clone (Figs. 2b and 3a). Collectively, these data support the proliferative capacity of progenitor cells to generate myocardial cells during early fetal development.

**Fig. 3:**
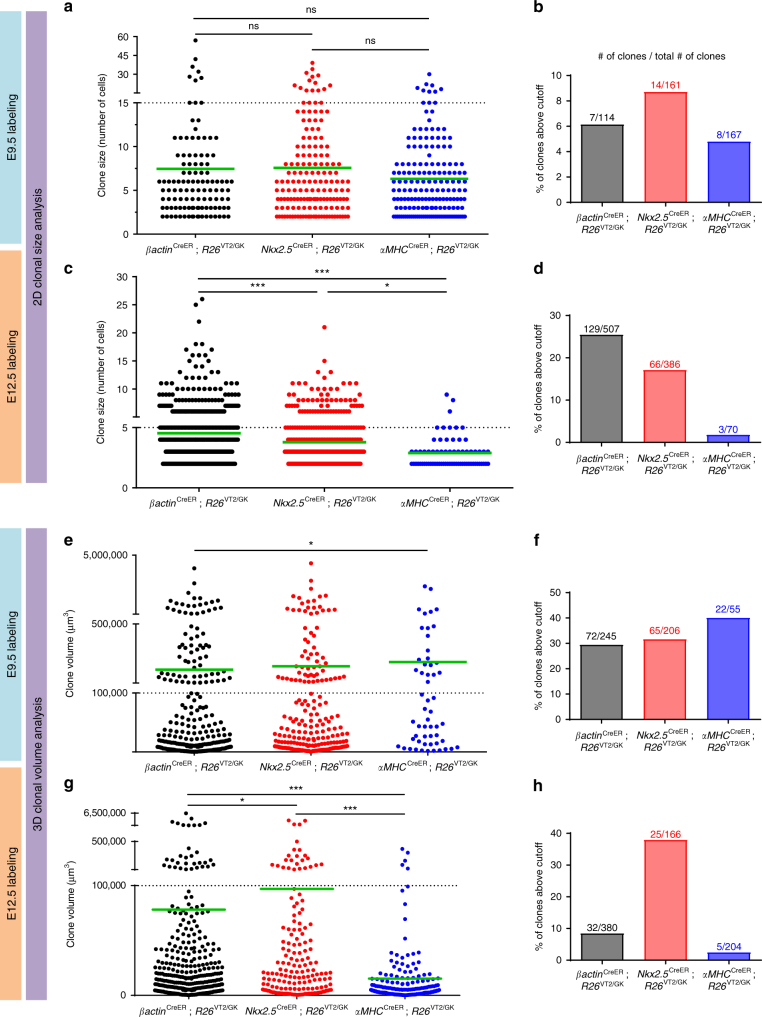
2D and 3D quantification reveals a dramatic decrease in the proliferative capacity of αMHC-expressing cells. Quantification of clonal expansion in P2 *βactin*^CreER^; *R26*^VT2/GK^, *Nkx2.5*^CreER^; *R26*^VT2/GK^, and *αMHC*^CreER^; *R26*^VT2/GK^ hearts labeled at E9.5 (**a**, **b**, **e**, **f**) and E12.5 (**c**, **d**, **g**, **h**) (two-sample Kolmogorov–Smirnov distribution test) *p < 0.05, **p < 0.01, ***p < 0.001. Two dimensional quantification of clonal expansion (**a**, **c**) and bar graphs highlighting the scarcity of large clones in *αMHC*^CreER^; *R26*^VT2/GK^ hearts (**b**, **d**), respectively. Three-dimensional quantification of clone volumes in P2 hearts (**e**, **g**) and bar graphs depicting clones volumes in *αMHC*^CreER^; *R26*^VT2/GK^ hearts (**f**, **h**). Green lines depict mean values. Dashed lines depict cutoff

### αMHC-marked cells decrease their proliferation over time

Although these studies support the active division of cardiac progenitors during early cardiovascular development, we sought to determine the proliferative behavior of CMs at similar stages of development. To accomplish this, we crossed *R26*^VT2/GK^ with mice harboring an inducible Cre under the control of an αMHC (*αMHC*^CreER^) promoter. Expression of αMHC in embryonic mouse hearts was observed at E9.5, and by E12.5, most of the distribution was found in the atria and to a lesser extent in the ventricles (Supplementary Figure 8b). Analysis of *αMHC*^CreER^; *R26*^VT2/GK^ mice labeled at E9.5 revealed smaller clones (largest observed consisted of 30 cells, with an average of 6.3 cells/clone) compared to *βactin*^CreER^; *R26*^VT2/GK^ and *Nkx2.5*^CreER^; *R26*^VT2/GK^ in which clones >50 cells were observed (Figs 2c and 3a). Arbitrary clone size cutoff (dashed lined) was determined as two standard deviations above the clone size mean of *αMHC*^CreER^; *R26*^VT2/GK^. Comparison of the percent of clones within each strain larger than this cutoff showed similar percentages at E9.5 (Fig. 3b). Interestingly, the majority of clones were localized to the inner endocardial region (Supplementary Figure 7a) and phospho-H3 staining in E9.5 hearts was mainly localized to the myocardial compact zone, suggesting that clonal growth may be directed towards the endocardium (Supplementary Figure 7b). Furthermore, β-actin- and Nkx2.5-expressing cells labeled at E12.5 exhibited a slight decrease in proliferation compared to at E9.5 (up to 26 cells/clone in β-actin, and 21 cells/clone in Nkx2.5) (Figs. 2d, e and 3c). However, a dramatic decrease was observed in αMHC cells labeled at E12.5, with the largest clone consisting of only nine CMs when analyzed postnatally. Additionally, the percentage of clones larger than two cells decreased by 30% compared to labeling at E9.5, with exceedingly rare clones consisting of more than five CMs (Figs. 2f and 3d). This suggests that αMHC-expressing CMs at E9.5 retain the ability to proliferate (albeit to a lesser degree than Nkx2.5 cardiovascular progenitors), and that this capacity is significantly diminished by E12.5.

Our two dimensional (2D) quantification revealed striking differences in clone sizes that emerged from labeling single progenitors or CMs at different time points. However, there is possibility for error in clone size estimation, as the depth of each cell cluster cannot be accounted for using cross sections. To address this, we developed a modified CLARITY technique^14^ to transform the intact heart into an optically transparent but structurally preserved organ for light sheet fluorescence microscopy (Supplementary Figure 9a–b). This methodology facilitates three-dimensional (3D) imaging of whole-neonatal mouse hearts to precisely quantify and compare clone volumes from each strain at various time points (Supplementary Figure 9c, Supplementary Movie 2). To provide a parallel comparison with our 2D results, we labeled the three strains at both E9.5 and E12.5. Analysis of P2 cleared hearts from *βactin*^CreER^; *R26*^VT2/GK^ and *Nkx2.5*^CreER^; *R26*^VT2/GK^ mice labeled at E9.5 revealed clones of similar volumes (average 190,220 μm^3^ and 214,260 μm^3^, respectively), which decreased by approximately twofold when labeling occurred at E12.5 (Fig. 3e, g). In *αMHC*^CreER^; *R26*^VT2/GK^ hearts labeled at E9.5 and analyzed at P2, we did not find a difference in clone volumes compared to *Nkx2.5*^CreER^; *R26*^VT2/^GK and the percent of clones within each strain with volumes above 100,000 μm^3^ were similar (Fig. 3f). However, when labeling was initiated at E12.5, significant differences were observed in volumes of *αMHC*-marked clones compared to *β-actin* and *Nkx2.5* (*p* < 0.001) and there was a substantial decrease in the percent of clones within *αMHC*^CreER^; *R26*^VT2/GK^ that were above the volume cutoff compared to *Nkx2.5*^CreER^; *R26*^VT2/GK^ (Fig. 3h). Additionally, within *aMHC*-marked clones, there was a ~16-fold decrease in volumes with labeling at E12.5 when compared to E9.5. These results further validate the notion that while αMHC-marked CMs retain the ability to proliferate during early embryonic development, cardiovascular progenitors are the primary contributors of cardiac growth during this time.

To exclude the possibility that lack of clone formation in *αMHC*^CreER^; *R26*^VT2/GK^ hearts is due to the inability of the system to specifically label CMs with proliferative potential, we stimulated CM proliferation with neuregulin (NRG1), an extracellular growth factor shown to promote CM cell cycle re-entry in normal and injury conditions^15^ (Supplementary Figure 10). *αMHC*^CreER^; *R26*^VT2/GK^ mice received tamoxifen to induce sparse labeling of CMs at P15 followed by daily administrations of NRG1 from P20 to P28. Scoring the frequency of clones revealed an increase in “Rainbow-labeled” CM clones in NRG1 treated hearts compared to control (fourfold increase in doublets) (Supplementary Figure 10b–c). This validates that the decreased clonal size observed in *αMHC*^CreER^; *R26*^VT2/GK^ hearts during development is due to the limited intrinsic ability of these cells to divide and further support the validity of the Rainbow system as a sensitive tool for clonal analysis.

Our results thus far suggest that cardiac development is a continuum in which progenitors progressively transition to more mature, less proliferative CMs. Interestingly, a recent prior study^16^ reported a burst of highly synchronized CM proliferation during preadolescence. This proliferative event, occurring at P14, resulted in a remarkable 40% increase in CM number. To examine whether the decrease in CM proliferation we observed during embryonic development is followed by a re-activation of cell division postnatally, we labeled single CMs at P12 using *αMHC*^CreER^; *R26*^VT2/GK^ mice and looked at their proliferative potential retrospectively at P30. Consistent with other reports^12,17^, we observed mainly single-labeled cells dispersed throughout the myocardium and rare clones of 2–3 cells (Supplementary Figure 8a). Furthermore, we detected rare clusters of CMs consisting of >2 cells derived from β-actin-, Nkx2.5-, or αMHC-Rainbow labeling at P1, suggesting limited expansion of CMs even prior to preadolescence (Supplementary Figure 8c). Collectively, these findings do not support the substantial second wave of CM proliferation during preadolescence as was described.

### Epicardial progenitors are unlikely to be sources of CMs

Although our study demonstrates the source of CMs during development, it does not address whether stem/progenitor cells are entirely endogenous to the myocardium. There is controversy regarding the contribution of epicardial cells to the developing heart. Several studies have reported that epicardial cells can differentiate into endothelial cells, vascular smooth muscle cells, fibroblasts, and even CMs^18,19^. To examine whether the observed clones may have originated from epicardial-derived progenitor cells, rather than intramyocardial progenitors or CMs, we utilized a *Wt1*^CreER^; *R26*^VT2/GK^ double-transgenic mouse (Supplementary Figure 11a). Postnatal analysis of cells labeled at E9.5 or E12.5 did not reveal any Rainbow-labeled CMs, but the clones identified primarily consisted of fibroblasts and in some cases, smooth muscle cells (Supplementary Figure 11b–c).

### BrdU studies uncover decreased proliferative capacity of CMs

To further support our clonal analysis data, in vivo BrdU pulse/chase experiments were performed. BrdU was administered to dames carrying *αMHC-GFP* embryos at E9.5 or E12.5 and to P1 neonates 3 h prior to heart harvest. Flow cytometric analysis of αMHC^+^ cells revealed a dramatic decrease in the percentage of BrdU^+^ CMs from E9.5 to E12.5 (~ninefold decrease) and P1 (~60-fold decrease) (Fig. 4a, b and Supplementary Figure 12a). We next evaluated the proliferation of αMHC-expressing CMs relative to cardiac progenitors by performing a similar pulse/chase experiment in triple transgenic mice (*Nkx2.5*^*+/Cre*^; *R26R-Tdt*^*+/fl*^; *αMHC*^*+/GFP*^). In this model, cardiac progenitors (*Nkx2.5*^*+*^*/αMHC*^*−*^) express only tdTomato while αMHC-expressing CMs (*Nkx2.5*^*+*^*/αMHC*^*+*^) express both tdTomato and GFP. We observed that while the fraction of αMHC-expressing CMs increased from E9.5 to E12.5 and P1 (Supplementary Figure 12a), their proliferative capacity at E12.5 and P1 decreased by ~sevenfold and 65-fold compared to E9.5, respectively, as indicated by the decrease in percentage of BrdU incorporation (Fig. 4c). Importantly, we observed a significantly lower proportion of BrdU^+^ cells at E12.5 and P1 within the CM population compared to progenitors even though their BrdU incorporation was relatively similar at E9.5 (Fig. 4d). Correspondingly, expression of cell cycle markers (*Ccnb, Cdc6, and Ccna*) in GFP + CMs isolated from *αMHC-GFP* mice were higher at E9.5 compared to later time points (Fig. 4e), and this was inversely correlated with αMHC expression levels (Fig. 4f). These data suggest that as the embryonic heart develops, αMHC-expressing cells become progressively more committed, while progenitor cells retain their proliferative potential for a longer span of time. It is possible that αMHC marks a heterogeneous population of CMs that differ in their proliferative capacity and maturity level; less mature αMHC-expressing cells may exhibit higher proliferative potential, whereas more mature αMHC-expressing CMs (found in abundance at E12.5 and beyond) are limited in their ability to undergo division. We therefore hypothesized that heart formation is a dynamic process that consists of CMs with varying proliferative potential and that these populations are refined as development proceeds.

**Fig. 4:**
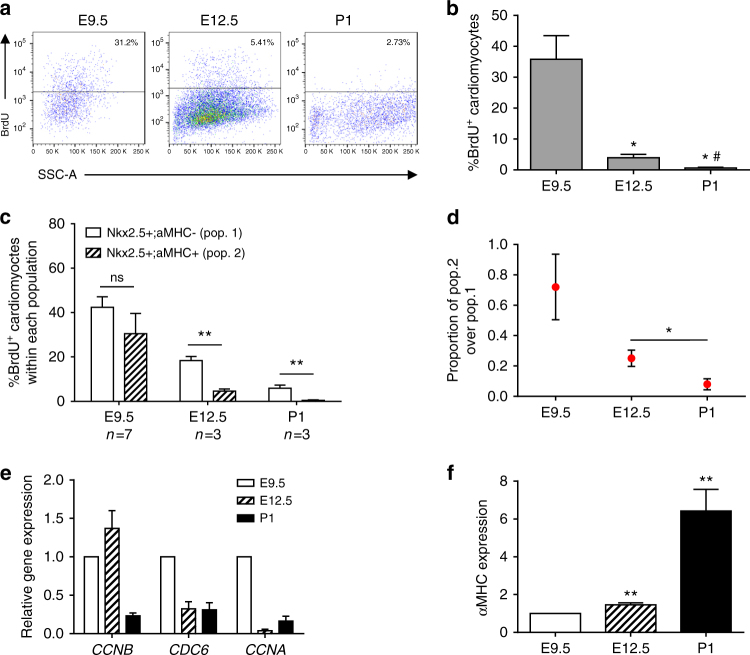
BrdU pulse-chase experiments substantiate decreasing proliferative capacity of CMs. **a** Representative flow cytometric analysis of BrdU incorporation. BrdU was given at E9.5, E12.5, or P1 αMHC-GFP mice 3 h prior to analysis. **b** Quantification of BrdU^+^ αMHC-GFP^+^ cells at E9.5, E12.5, and P1. (Student’s *t* test), *E12.5 or P1 vs. E9.5, ^#^P1 vs. E12.5, *p* < 0.05. **c** Quantification of percent BrdU incorporation in Nkx2.5^+^;αMHC^−^ and Nkx2.5^+^;αMHC^+^ cells at E9.5, E12.5, and P1. (Student’s *t* test), **p < 0.01. **d** Proportion of BrdU^+^ cells within the cardiomyocyte (Nkx2.5^+^/αMHC^+^) compared to progenitor (Nkx2.5^+^/αMHC^−^) populations at E9.5, E12.5, and P1. (Student’s *t* test), *p < 0.05. **e** qPCR analysis of αMHC-GFP+ cells reveals an age-dependent drop in expression of cell cycle genes (*Ccna2*, *Ccnb1*, *Cdc6*). **f** qPCR analysis of αMHC gene expression in αMHC-GFP+ cells from E9.5 to P1. All measurements shown are depicted as mean ± s.e.m

### Single-cell RNA sequencing delineates heterogeneity of CMs

To test this hypothesis and to profile the potential heterogeneity of CMs during early cardiac development, we used a Fluidigm C1 chip platform to capture αMHC+ cells from *αMHC-GFP* murine hearts at E9.5, E12.5, and P1 for single-cell RNA sequencing. 

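Single αMHC-GFP+ cells were amplified on Fluidigm C1 chips with the SMART-Seq V4 kit and sequenced on a NextSeq. The authors mapped the reads with OLego, counted them per gene symbol with featureCounts, and deposited these read counts together with TPM values (transcripts per 1000000) computed from them. The deposited TPM are on a linear scale, and they are 0 exactly where the count is 0. The files hold 123 cells, 42 from E9.5, 29 from E12.5 and 52 from P1. The paper describes the removal of cells with few mapped reads, and the labels do not say whether it was done before the deposit. The labels name no animal, litter, pool or chip. Each time point was therefore treated as 1 sample, cells were not taken as replicates, and no p-values across cells are given. The cell titles fall into sets with different prefixes, called naming sets here. At E9.5, 14 cells belong to set C and 28 to set N530; at E12.5, 20 cells belong to set C, 8 to set N523 and 1 to set E12-5b; all P1 cells belong to set C. At E9.5, 6 capture-site numbers occur in both sets, and at E12.5 3 do, so more than 1 chip was used at each. Total counts per cell ranged from 268301 to 6351742 at E9.5 (median 2476022), from 148258 to 7711355 at E12.5 (median 493238) and from 4903 to 327360 at P1 (median 142338). Sequencing depth differed between naming sets, with medians of 415428 in set C and 3151946 in set N530 at E9.5, and 389394 in set C and 4895288 in set N523 at E12.5. Counts were summed over the cells of a time point and divided by the summed totals to give CPM (counts per 1000000). Set N530 supplied 95450903 of the 101042067 counts at E9.5, so means over cells of each cell's CPM, values for each naming set, and values after thinning every cell to 100000 counts were computed beside the pooled ones. Shares of cells carry exact (Clopper-Pearson) 95% binomial intervals and CPM carry exact 95% Poisson intervals. A count of 0 allows up to 3 counts of the total. These limits cover counting error only, because the libraries have no molecular identifiers. Genes are given by symbol, as in the files, and no coordinates are given because the paper's text does not name the genome build.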

Overall, we analyzed a total of 122 cells that passed quality screening. 

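Of the 123 deposited cells, 112 showed 2000 or more genes at 1 count or more. They were the 42 cells from E9.5, the 29 from E12.5 and 41 of those from P1, and the 11 cells below this number were all from P1. The 41 P1 cells had totals from 69522 to 327360 counts, with a median of 149078. The median number of genes per cell was 4502 at E9.5, 4189 at E12.5 and 2889 at P1. A minimum of 3000 genes changed these numbers most and left 18 P1 cells and 81 cells in all, whereas a minimum of 1000 genes kept every cell.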

Unsupervised dimensionality reduction by t-SNE identified clusters of single cells that appeared to correspond to their developmental time point (Fig. 5a). 

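Counts of the 112 cells were divided by the cell's total, multiplied by 10000 and transformed as ln(x + 1), and the genes were centred and scaled. From 30 principal components, t-SNE with a perplexity of 27 and k-means with k = 4 were run with a fixed seed. The adjusted Rand index of the clusters with the time points was 0.463, on a scale where 1 is identity and 0 is chance. With time points split further into naming sets, the index was 0.539. The index with time points ranged from 0.392 to 0.631 over 20 other seeds (SD 0.0654), and it moved most, to 0.641, when the genes of 8 gene sets chosen from the paper's terms were left out of the clustering. In 8 of the 20 seeds the clusters matched the time points more closely than the naming sets within them. All 42 E9.5 and 29 E12.5 cells lay outside the cluster that held 37 of the 41 P1 cells.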

Heat map analysis of these cells on genes relevant to cardiac development and maturation showed that P1 CMs displayed a more mature, less proliferative transcriptional profile that is distinguishable from E9.5 and E12.5 clusters (Fig. 5b). In particular, genes encoding for cell cycle, cardiac cell differentiation, and cellular migration were downregulated in P1 cells while these same markers were expressed at high levels in the majority of E9.5 and E12.5 CMs. Conversely, the expression of genes encoding for structural proteins and cellular metabolism were upregulated in the P1 population but expressed at low levels in the earlier time points. 

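Genes that set P1 apart from E9.5 were ranked by the ratio of pooled CPM among genes at 50 CPM or more in the higher time point, found in 25% or more of its cells and changed the same way in every combination of naming sets. For genes higher at P1, 1219 passed this rule, and 2205 passed it for genes higher at E9.5. The highest-ranked gene at P1 was Casq2, which encodes a calcium-binding protein of the sarcoplasmic reticulum, at 2340 CPM and in 97.6% of P1 cells, against 9 counts in 4.76% of E9.5 cells. Hspb6 and Sln followed and had no count at E9.5. Over the pooled cells they were at least 24560-fold and 19187-fold higher at P1, and the smallest lower bounds over the naming sets of E9.5 were log2 10.41 and 10.05. Among the genes higher at E9.5, Hmga2, Col2a1, the mitosis gene Cenpf and Akap5 had no count at P1 and were at least 1165-fold, 1054-fold, 990-fold and 535-fold lower there, with log2 10.07, 6.88, 7.58 and 8.97 as the smallest bounds over naming sets. Between P1 and E12.5, the genes Uhrf1 and Kif23 had no count at P1 and were at least 780-fold and 700-fold lower, while Slc47a1 and the sarcomere gene Myom2 had no count at E12.5 and were at least 1559-fold and 1482-fold higher at P1. The smallest bounds over the naming sets of E12.5 were log2 8.35 for Uhrf1, 7.00 for Kif23, 7.98 for Slc47a1 and 7.91 for Myom2. These ratios have no replicate check.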

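The full gene list of Fig. 5b was not used here, so lists for each class were written from gene names alone. The 99 cell cycle genes summed to 12625 CPM at E9.5 (95% Poisson interval 12603 to 12647), 13445 CPM at E12.5 (13413 to 13477) and 2229 CPM at P1 (2193 to 2264). The log2 ratio of P1 to E9.5 was -2.50, between -2.51 and -2.35 over the combinations of naming sets, and that of P1 to E12.5 was -2.59, between -2.62 and -2.53. At P1, 2 of the 99 genes were higher than at E9.5 and 8 were higher than at E12.5. The median over genes moved these ratios most, to -3.97 and -3.74, and both medians lay below those of all 10000 random lists matched on mean expression. Scaling by edgeR's TMM factors in place of totals shifts every gene by 0.17 in the ratio of P1 to E9.5 and by -0.26 in that of P1 to E12.5. The 22 cardiac differentiation genes summed to 2471 CPM at E9.5, 1484 CPM at E12.5 and 1636 CPM at P1. Their log2 ratio was -0.60 for P1 to E9.5 and 0.14 for P1 to E12.5, and the latter fell to -0.46 between the cells of set C, to -0.42 with the deposited TPM, to -0.27 with means of cell CPM and to -0.12 with TMM factors. The 29 migration genes summed to 3511, 3707 and 2678 CPM at E9.5, E12.5 and P1. Their log2 ratio was -0.39 for P1 to E9.5, less than the SD of 0.56 between naming sets. Both combinations of naming sets were below 0, at -0.33 with set N530 and -1.13 with set C. Alternatives ranged from -1.13 with the deposited TPM to -0.22 with TMM factors. For P1 to E12.5 the ratio was -0.47 and the SD 0.43. Without Cdc42, Cfl1 and Marcks, the genes with the most counts in this list, the ratio of P1 to E12.5 was 0.26. The other alternatives for P1 to E12.5 ranged from -1.08 to -0.12.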

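For the 34 structural genes, the sums were 101520 CPM at E9.5, 73845 CPM at E12.5 and 122238 CPM at P1. The log2 ratio of P1 to E9.5 was 0.27, less than the SD of 0.84 between naming sets, with 0.22 against set N530 and 1.41 against set C. Relative to E12.5 the ratio at P1 was 0.73 (SD 0.11). Ttn, Actc1 and Myl7 supplied 49.0% of the counts of this list, and Myl7 itself fell from 12247 CPM at E9.5 to 2447 CPM at P1. The 91 genes of the respiratory chain and ATP synthase summed to 32674, 61385 and 96965 CPM at E9.5, E12.5 and P1, log2 ratios of 1.57 for P1 to E9.5 (SD 0.23) and 0.66 for P1 to E12.5 (SD 0.23). The 28 genes of fatty acid and citrate cycle oxidation summed to 7843, 13150 and 37422 CPM, log2 ratios of 2.25 (SD 0.40) and 1.51 (SD 0.23). Fabp3, which encodes a fatty acid binding protein, went from 251 CPM at E9.5 and 654 CPM at E12.5 to 10905 CPM at P1. The medians of the respiration and oxidation genes lay above those of all 10000 matched random lists in both comparisons, and that of the structural genes lay at the percentile of 67.5 for P1 to E9.5 and 99.6 for P1 to E12.5.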

We also observed substantial heterogeneity in gene expression levels within E9.5 and E12.5 cells compared to P1. 

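Likeness of cells was measured as the median Pearson correlation of ln-transformed counts over pairs of cells of a time point, across 12159 genes. It was 0.402 at E9.5, 0.526 at E12.5 and 0.583 at P1. After thinning to equal depth it was 0.397, 0.521 and 0.580. Within the naming sets of E9.5 it was 0.567 in set C and 0.368 in set N530, and within those of E12.5 it was 0.564 in set C and 0.454 in set N523. The naming sets of E9.5 thus lay 0.199 apart. Over 331 genes of the gene sets, the median SD of ln-transformed counts per 10000 was 0.643 at E9.5, 0.525 at E12.5 and 0.434 at P1. Set C had 0.482 at E9.5 and 0.513 at E12.5, both above P1. Without cells short of cardiomyocyte markers, described below, the SD was 0.361 over 40 P1 cells and 0.638 over 39 E9.5 cells. Set C of E9.5 was not computed without its cells of this kind.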

Expression of cell cycle-associated genes (*Ccnb1, Cdc6, and Ccna2*) from individual cells at each time point (Fig. 5c) confirmed our qPCR results showing a decline in cell cycle activity from E9.5 to P1 (Fig. 4e). Additionally, consistent with our hypothesis that early embryonic CMs span a broad spectrum in their capacity to proliferate, we observed a wide range of gene expression levels of cell cycle markers at E9.5 that progressively narrowed at later time points. These results provide initial evidence to support the existence of a heterogeneous population of CMs within the early stages of cardiac development and their transition into a mature, less proliferative, and homogenous population by the early postnatal period.

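At E9.5, 27 of 42 cells had 1 count or more of Ccnb1 (64.3%, 95% interval 48.0 to 78.4), against 14 of 29 cells at E12.5 (48.3%, 29.4 to 67.5) and 1 of 41 cells at P1 (2.44%, 0.0617 to 12.9). Pooled Ccnb1 was 397 CPM at E9.5, 119 CPM at E12.5 and 0.147 CPM at P1, where its single count gives an interval of 0.00371 to 0.817 CPM. Ccna2 was found in 24 cells at E9.5 (57.1%), 14 cells at E12.5 (48.3%) and 1 cell at P1 (2.44%), at 142, 32.2 and 0.880 CPM. Within set C, Ccna2 was higher at E12.5 (107 CPM) than at E9.5 (54 CPM), and means of cell CPM over all cells were 128 CPM at E9.5 and 77.5 CPM at E12.5. Without the cell that had the most counts of the gene, Ccnb1 at E9.5 stood at 233 CPM, and Ccna2 at 58.8 CPM at E9.5 and 18.8 CPM at E12.5. Cdc6 was found in 9 cells at E9.5 (21.4%), in 2 cells at E12.5 (6.90%) and in no P1 cell (95% interval up to 8.6%). In 3 E9.5 cells of set C, fewer than 3 of 8 cardiomyocyte markers reached 10 counts. Without these cells Cdc6 was found in 6 of 39 E9.5 cells (15.4%). Thinned to equal depth, Ccnb1 was found in 50.0% of E9.5 cells, 44.8% of E12.5 cells and 0 of 38 P1 cells, and Ccna2 in 45.2%, 34.5% and 2.63%. Between the naming sets of E9.5 the share with Ccnb1 was 42.9% in set C and 75.0% in set N530, and at E12.5 it was 45% in set C and 62.5% in set N523. The share with Ccnb1 thus differed by 32.1 percentage points within E9.5 and by 16.0 between E9.5 and E12.5.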

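The deposited TPM were transformed as log2(TPM + 1) to describe the spread over cells. For Ccnb1 the SD was 4.22 at E9.5, 3.92 at E12.5 and 0.34 at P1, and the highest cell reached 12.32, 10.69 and 2.20. For Ccna2 the SD was 3.36, 3.33 and 0.75, with highest cells at 11.35, 8.88 and 4.78. For Cdc6 the SD was 2.33 at E9.5 and 1.26 at E12.5, with highest cells at 8.26 and 5.75, and every P1 cell was at 0. Among cells with the gene, Ccnb1 had an SD of 3.61 over 27 cells at E9.5 and 2.70 over 14 cells at E12.5, and Ccna2 had 2.67 over 24 cells and 2.94 over 14 cells. The SD of Ccnb1 was 4.30 in set C and 4.17 in set N530 of E9.5. From E9.5 to E12.5 the SD fell by 0.30 for Ccnb1, 1.07 for Cdc6 and 0.04 for Ccna2.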

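At least 1 of Ccnb1, Cdc6 and Ccna2 was found in 35 of 42 cells at E9.5 (83.3%, 95% interval 68.6 to 93.0), in 19 of 29 cells at E12.5 (65.5%, 45.7 to 82.1) and in 2 of 41 cells at P1 (4.88%, 0.596 to 16.5). All 3 genes were found together in 3 cells, all of them from E9.5 and set N530. The sum of the cell cycle genes ranged over cells from 2930 to 29886 CPM at E9.5. At E12.5 it ranged from 2732 to 37375 CPM and at P1 from 613 to 6374 CPM. The highest cells of E9.5 and P1 were short of the 8 cardiomyocyte markers listed below, which summed to 246 and 263 CPM. In the cluster that held 37 P1 cells, the highest of them had 4545 CPM of the cell cycle genes. The paper takes its results on these cells as initial evidence for a heterogeneous population of early CMs and its transition to a mature, less proliferative and homogeneous one early after birth.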

**Fig. 5:**
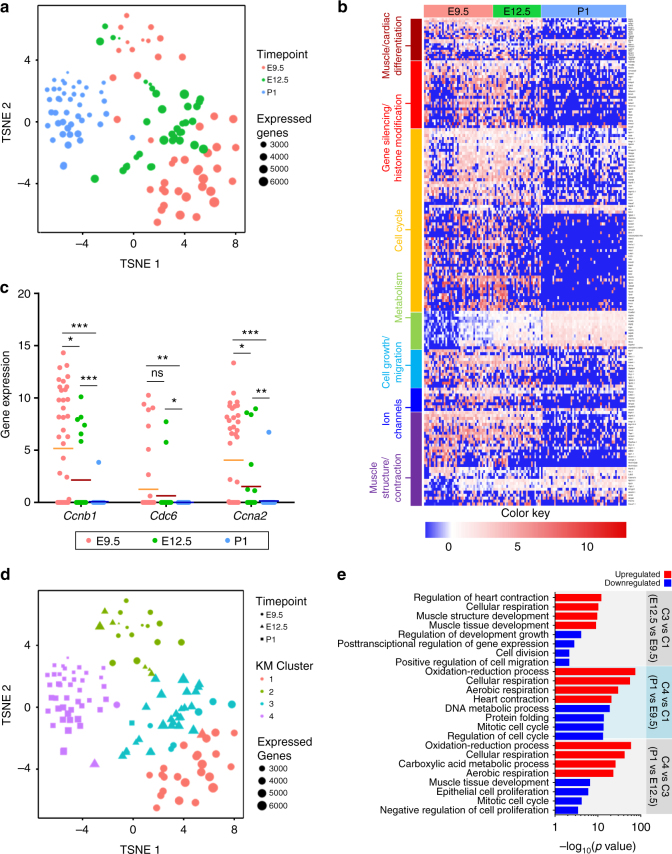
Single-cell gene expression analysis reveals heterogeneity of CMs within and between developmental time points. **a** t-SNE revealing distribution of single cells. **b** Heat map analysis of single cells from different developmental time points on genes relevant to cardiac development and maturation (E9.5: *n* = 42, E12.5: *n* = 29, P1: *n* = 52). The full list of genes presented in the maps is also provided in Supplementary Table 1. **c** Expression of cell cycle-associated genes (*Ccna2, Ccnb1, Cdc6*) from individual cells at each time point confirming a decline in cell cycle activity from E9.5 to P1 (Student’s *t* test), *p < 0.05, **p < 0.01, ***p < 0.001. Mean depicted as solid line. **d** t-SNE with k-m-based clustering identifies four distinct clusters. **e** Gene ontology analysis of upregulated and downregulated genes between different clusters

To further characterize the heterogeneity we observed in the heat map analysis of CMs from E9.5 and E12.5, we utilized a k-means clustering algorithm to classify subgroups within the t-SNE (Fig. 5d). This approach yielded four distinct clusters, which we used for subsequent transcriptomic analyses (Supplementary Figure 14a). 

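With k = 4 and seed 1 the clusters, of which number 4 went to the one with the most P1 cells and number 1 to the one with the most E9.5 cells, held 39, 17, 19 and 37 cells. The sum of squares within clusters, as a share of the total, was 37.2% with k = 2, 26.5% with k = 3, 19.5% with k = 4, 15.0% with k = 5 and 12.8% with k = 6. Cluster 2 held 11 E9.5 cells, all of set N530, 3 E12.5 cells, all of set N523, and 3 P1 cells. Its median number of genes per cell was 2889, against 4368 in Cluster 1 and 5118 in Cluster 3. Cluster 4 held P1 cells only.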

Of particular interest are Clusters 1 and 3, which are enriched for E9.5 and E12.5 cells, respectively. 

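Cluster 1 held 16 E9.5 cells, 22 E12.5 cells and 1 P1 cell, and Cluster 3 held 15 E9.5 cells and 4 E12.5 cells. Number 1 thus went to the cluster with the larger share of E12.5 cells, by 16 against 15 E9.5 cells; the paper's Clusters 1 and 3 are enriched for E9.5 and E12.5 cells, so by share the 2 numbers would be exchanged. Of the E9.5 cells, all 14 of set C and 2 of set N530 lay in Cluster 1, and the 15 in Cluster 3 were all of set N530. The 4 E12.5 cells of Cluster 3 were all of set C. This makeup depends on the seed: under 17 of the 20 other seeds, Cluster 1 held more E9.5 than E12.5 cells and Cluster 3 more E12.5 than E9.5 cells. When the genes of the 8 gene sets were left out, Cluster 1 held 24 E9.5 cells and no other, and Cluster 3 held 6 E9.5 cells, 25 E12.5 cells and 1 P1 cell. After thinning, 22 E9.5 cells and 1 E12.5 cell lay in Cluster 1, and 6 E9.5 cells, 22 E12.5 cells and 1 P1 cell in Cluster 3.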

To identify potential transcriptomic changes that occur between E9.5 and E12.5 that may contribute to the clonal size differences observed in our in vivo studies, we performed gene ontology analysis of differentially expressed genes between these clusters (Fig. 5e). 

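Fig. 5e sets Cluster 3 against Cluster 1 as E12.5 against E9.5. Gene ontology analysis was not repeated, and the summed CPM of gene sets were compared instead. Because these genes took part in the clustering, ratios for clusters made without them are given as well. The log2 ratio of Cluster 3 to Cluster 1 was -0.03 for the cell cycle genes, -0.18 for 21 genes of developmental growth and -0.36 for the migration genes. With numbers 1 and 3 exchanged, so that Cluster 3 is the one with the larger share of E12.5 cells, these become 0.03, 0.18 and 0.36. With the clusters made without these genes, the ratios were 0.13, 0.32 and 0.15. Means of cell CPM for the same clusters gave 0.14, -0.13 and -0.003. Over 20 other seeds, the cell cycle ratio ranged from -0.42 to 0.69 and was above 0 in 15, and the migration ratio ranged from -0.36 to 0.88 and was above 0 in 14.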

Pathways involved in developmental growth, cell division, and migration were downregulated within Cluster 3 compared to Cluster 1. Conversely, there was upregulation in pathways involved in the regulation of heart contraction, cellular respiration, and muscle development within Cluster 3. 

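The contraction genes, 14 in number, had a log2 ratio of Cluster 3 to Cluster 1 of -0.07, and the ratio was 1.02 for clusters made without the genes of the sets. For the respiration genes the values were -0.39 and 0.29, and for the structural genes 0.26 and 0.04. Numbered by the share of E12.5 cells, the first ratios become 0.07 for contraction, 0.39 for respiration and -0.26 for the structural genes. Over the 20 other seeds the contraction ratio was above 0 in 16 and the respiration ratio in 14, and their SDs over seeds were 0.47 and 0.44.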

Interestingly, we identified four genes (*Thbs4, Kif26b, Col2a1, and Prtg*) that were only expressed in E9.5 cells, and two others (*Sall4* and *Hmga2*) whose expression was primarily concentrated in cells from this time point (44% and 53% of E9.5 cells, respectively) (Supplementary Figure 14b). 

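The paper's text states no threshold for calling these genes expressed, and 1 count or more was used here. Thbs4 was found in 32 of 42 cells at E9.5 (76.2%, 95% interval 60.6 to 87.9), 8 of 29 at E12.5 (27.6%, 12.7 to 47.2) and 3 of 41 at P1 (7.32%, 1.53 to 19.9), at 414, 2.02 and 2.20 CPM. Kif26b was found in 24, 12 and 2 cells (57.1%, 41.4% and 4.88%), at 119, 5.09 and 2.35 CPM, and its share at E9.5 was 14.3% in set C and 78.6% in set N530. Within set C, Kif26b was higher at E12.5 (7 of 20 cells, 8.03 CPM) than at E9.5 (2 of 14 cells, 1.07 CPM). Col2a1 was found in 34 cells at E9.5 (81.0%), in 9 cells at E12.5 (31.0%) and in no P1 cell, which allows up to 0.440 CPM, and stood at 464 and 6.31 CPM at E9.5 and E12.5. For set C alone, Col2a1 stood at 51.7 CPM at E9.5 and 27.0 CPM at E12.5. The deeper sets had 488 CPM (N530, E9.5) and 1.36 CPM (N523, E12.5). Prtg was found in 38, 6 and 1 cells (90.5%, 20.7% and 2.44%), at 517, 7.78 and 4.11 CPM. Sall4 was found in 35 cells at E9.5 (83.3%, 68.6 to 93.0), in 5 cells at E12.5 (17.2%) and in 3 cells at P1 (7.32%), at 189, 40.8 and 2.79 CPM. At E12.5, 1 cell held 2004 of the 2062 counts of Sall4, and without it Sall4 stood at 1.30 CPM. Thinned to equal depth, the share with Sall4 at E9.5 was 73.8%. Hmga2 was found in all 42 cells at E9.5 (100%, 91.6 to 100), in 14 cells at E12.5 (48.3%, 29.4 to 67.5) and in no P1 cell, at 512 CPM at E9.5 and 108 CPM at E12.5. The 14 E12.5 cells with Hmga2 had 18 counts or more each, and without the cell with the most counts of the gene the pooled value at E12.5 was 68.2 CPM. Leaving out that cell in the same way lowered P1 to 0.752 CPM for Thbs4, 0.462 CPM for Kif26b, 0 for Prtg and 1.20 CPM for Sall4, and E12.5 to 4.46 CPM for Prtg. A minimum of 10 counts per cell left the share with Hmga2 at E9.5 at 100%, and lowered that of Thbs4 to 54.8% and that of Kif26b to 35.7%.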

From these, *Thbs4*, *Sall4*, and *Hmga2* are genes associated with Gene Ontology pathways involved with developmental growth and cell division and migration. As expected, a comparison of genes enriched in Cluster 4 (containing primarily P1 cells), revealed an increase in pathways involved in cellular respiration, heart contraction, and metabolism when compared to Cluster 1 or 3. On the other hand, pathways involved in cellular proliferation and developmental growth were downregulated in cells within this cluster. These results suggest that by E12.5, CMs have already begun to shift to an initial state of maturation and have downregulated vital genes involved with cell division and migration, potentially contributing to the decrease in clone sizes observed in our analysis of CMs labeled at this developmental time point. 

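From Cluster 1 to Cluster 4, the log2 ratio of the respiration genes was 1.06, that of the contraction genes 2.06 and that of the oxidation genes 1.92. From Cluster 3 to Cluster 4 the ratios were 1.45, 2.13 and 2.13. All 6 ratios stayed above 0 for each of the 20 other seeds. With clusters made without these genes they were 0.99, 2.29 and 1.57 against Cluster 1 and 0.69, 1.26 and 1.52 against Cluster 3.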

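The cell cycle genes had a log2 ratio of Cluster 4 to Cluster 1 of -2.50 and of Cluster 4 to Cluster 3 of -2.47. For the genes of developmental growth the ratios were -1.97 and -1.79. Under other seeds 1 to 3 embryonic cells can fall into Cluster 4, and the cells of set N530 at E9.5 are the deeper ones. Over the 20 other seeds the growth ratio to Cluster 1 then ranged from -1.88 to 0.38, with a median of -0.59, and 1 of the 20 cell cycle ratios to Cluster 1 was above 0. The growth ratio to Cluster 3 ranged from -2.22 to 0.85, with a median of -0.93. Of the growth ratios, 7 to Cluster 1 and 2 to Cluster 3 were above 0. The medians of the cell cycle ratio over these seeds were -1.36 to Cluster 1 and -1.47 to Cluster 3. For clusters made without the genes of the sets, which placed 2 embryonic cells in Cluster 4, the growth ratio to Cluster 1 was -0.30 from pooled counts and -1.91 from means of cell CPM, and the cell cycle ratio was -1.45 and -2.38.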

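Between the time points themselves, the log2 ratio of E12.5 to E9.5 was 0.09 for the summed cell cycle genes (SD 0.11 between naming sets), and 39 of the 99 genes were higher at E12.5. The median over these genes was -0.51, at the percentile of 18.8 among matched random lists whose medians centred on -0.35. TMM factors moved the ratio of the sum most in the other direction, to 0.52, since they shift every gene by 0.43 in this comparison. For developmental growth the ratio was -0.82 (SD 0.61), below 0 in each of the 4 combinations of naming sets, and 1 of 21 genes was higher at E12.5. The median over the growth genes was -1.06, at the percentile of 6.99 among matched random lists whose medians centred on -0.37. With TMM factors the growth ratio was -0.39, smaller than its SD. The migration genes had a ratio of 0.08 (SD 0.58), above 0 in 1 of 4 combinations, and the cardiac differentiation genes one of -0.74 (SD 0.46), the latter reaching 0.10 between the cells of set C. Among the sets linked to maturation, the respiration genes had a ratio of 0.91 (SD 0.27) and the oxidation genes one of 0.75 (SD 0.38), both above 0 in all 4 combinations. The contraction genes had -0.43 (SD 0.66) and the structural genes -0.46 (SD 0.69), and both were above 0 in 2 of 4 combinations. Their medians over genes were -0.18 and -0.34, at percentiles of 14.3 and 0.04 among random lists whose medians centred on 0.29 and 0.25. From E9.5 to E12.5, Sln and Hspb6 were at least 15219-fold and 8795-fold higher over the pooled cells. Over the combinations of naming sets, the smallest of these lower bounds were log2 7.69 and 6.83. From the pathways that differ between Clusters 1 and 3, the paper proposes that CMs begin to mature by E12.5 and that lower expression of division and migration genes contributes to the smaller clones.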

Interestingly, we observed a P1 cell which segregated more closely with other E9.5 and E12.5 cells than their counterparts (residing within Cluster 3). 

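Of the 41 P1 cells, 4 lay outside Cluster 4, 1 of them in Cluster 1 and 3 in Cluster 2. Over 20 other seeds the number ranged from 2 to 6, and it was 1 with k-means on the 30 principal components or with genes not scaled. A single P1 cell lay outside the P1 cluster in all 29 runs that were made, and it is the one in Cluster 1, the cluster with the larger share of E12.5 cells. It lay in Cluster 3 under 12 of the 20 other seeds, and also with genes not scaled, with thinned counts, with k = 5, with k-means on principal components and without the genes of the sets. This cell had 205668 counts on 2988 genes, within the range of the P1 cells of Cluster 4, which had 69522 to 327360 counts on 2124 to 4156 genes.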

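The genes with the largest differences of ln-transformed counts between the P1 cell that lay outside the P1 cluster in every run and the 37 P1 cells of Cluster 4 were listed in each direction. Higher in this cell were Cd93 (15754 CPM, against at most 7.39 CPM in the other cells), H19 (10629 CPM, at most 524), Fabp5 (8582 CPM, no count in the others), Tm4sf1 (7177 CPM, at most 7.39) and Emcn (6165 CPM, no count in the others). Lower were Ttn (19.4 CPM, against a median of 23482 CPM), Actc1 (34 CPM, 24515), Fabp3 (9.72 CPM, 11455), Myh6 (19.4 CPM, 10700) and Myl3 (9.72 CPM, 9138). Cd93, Tm4sf1 and Emcn averaged at most 2.65 CPM over the E9.5 cells and at most 0.500 CPM over the E12.5 cells. The comparison is of 1 cell with 37 and carries no test.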

Differential gene expression analysis revealed considerable differences in the gene profiles of this cell with the remaining P1 cluster (Supplementary Figure 14c). Analysis using the STRING (Search Tool for the Retrieval of Interacting Genes/Proteins) database comparing the top 50 genes more highly expressed in the P1 cluster compared to the outlier, identified two nodes associated with metabolism and cardiac structural proteins (Supplementary Figure 14d). This suggests that this particular P1 cell may be a rare CM present in the postnatal heart that retains some immature, more proliferative characteristics generally present only in earlier embryonic CMs. However, further studies examining a larger number of cells with similar characteristics are needed to substantiate this observation.

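STRING networks were not repeated, and sums over gene sets are given. In this P1 cell the structural genes summed to 515 CPM, against 87102 to 154877 CPM in the P1 cells of Cluster 4, and the contraction genes to 253 CPM, against 11785 to 37004 CPM. The respiration genes summed to 13031 CPM, against 58379 to 141856 CPM, and the oxidation genes to 4945 CPM, against 15983 to 56149 CPM.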

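The cell cycle genes of this cell summed to 6374 CPM, above the 613 to 4545 CPM of the P1 cells of Cluster 4 and below the medians of the E9.5 cells (10260 CPM) and the E12.5 cells (8628 CPM). It had 0 counts of Ccnb1, Cdc6 and Ccna2 and showed 15 of the 99 cell cycle genes, against 3 to 21 in Cluster 4, with Tmpo (365 counts), Nasp (244) and Hn1 (211) the most abundant. Its migration genes summed to 13828 CPM, against 555 to 5034 CPM. Cell type markers were listed in advance. The 8 cardiomyocyte markers (Tnnt2, Actn2, Actc1, Myh6, Myh7, Ryr2, Ttn and Nkx2-5) summed to 263 CPM in this cell, against 35088 to 114722 CPM in Cluster 4, whereas the lowest E12.5 cell had 5211 CPM and the lowest E9.5 cell 4.35 CPM. The 8 endothelial markers summed to 7921 CPM, with Emcn, Pecam1, Tek, Cdh5, Plvap and Egfl7 at 40 counts or more each and Kdr and Cldn5 at 0, against at most 24.0 CPM in Cluster 4. The highest cell had 13.5 CPM of these markers at E12.5 and 1922 CPM at E9.5. From the position of this cell and its differences from the P1 cluster, the paper proposes that it may be a rare CM that retains immature and more proliferative characteristics.

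**Figure D1:**
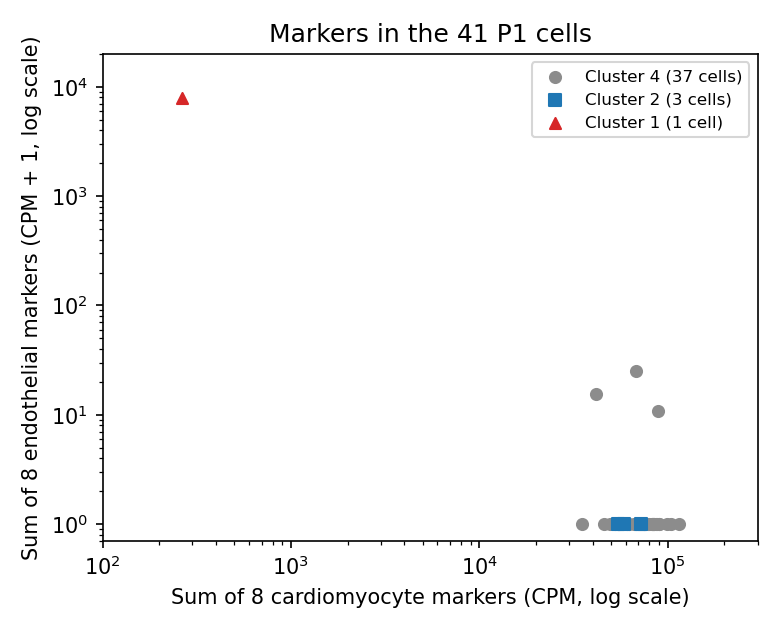
Summed CPM of 8 cardiomyocyte markers (x axis, log scale) and of 8 endothelial markers plus 1 (y axis, log scale) in each of the 41 P1 cells, with 1 point per cell and marks by cluster. The P1 cell of Cluster 1 lies at 263 and 7921 CPM, and the others have at least 35088 CPM of cardiomyocyte markers and at most 24.0 CPM of endothelial markers.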

To examine how expression of cell cycle genes may relate with CM maturity, cells from E9.5 and E12.5 were selected based on low or high cycling activity, and concomitantly, their expression of cardiac structural proteins and transcription factors was examined (Supplementary Figure 14e). 

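Cells were not split into groups of high and low cycling. Spearman's rho over cells was computed at each time point between the summed CPM of the cell cycle genes and the summed CPM of Myh6, Ttn, Myl4 and Flnc, and of Nkx2-5, Gata6 and Tbx18. No p-value is given, because the cells are not replicates. At E9.5 rho with the 4 structural genes was 0.14 over 42 cells, -0.22 within set C and 0.09 within set N530. With the 3 transcription factors it was -0.30, and -0.43 and -0.15 within the sets. At E12.5 rho with the structural genes was -0.27 over 29 cells, -0.27 within set C and -0.62 within the 8 cells of set N523. Its value with the transcription factors was 0.06, 0.15 and -0.33.

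**Figure D2:**
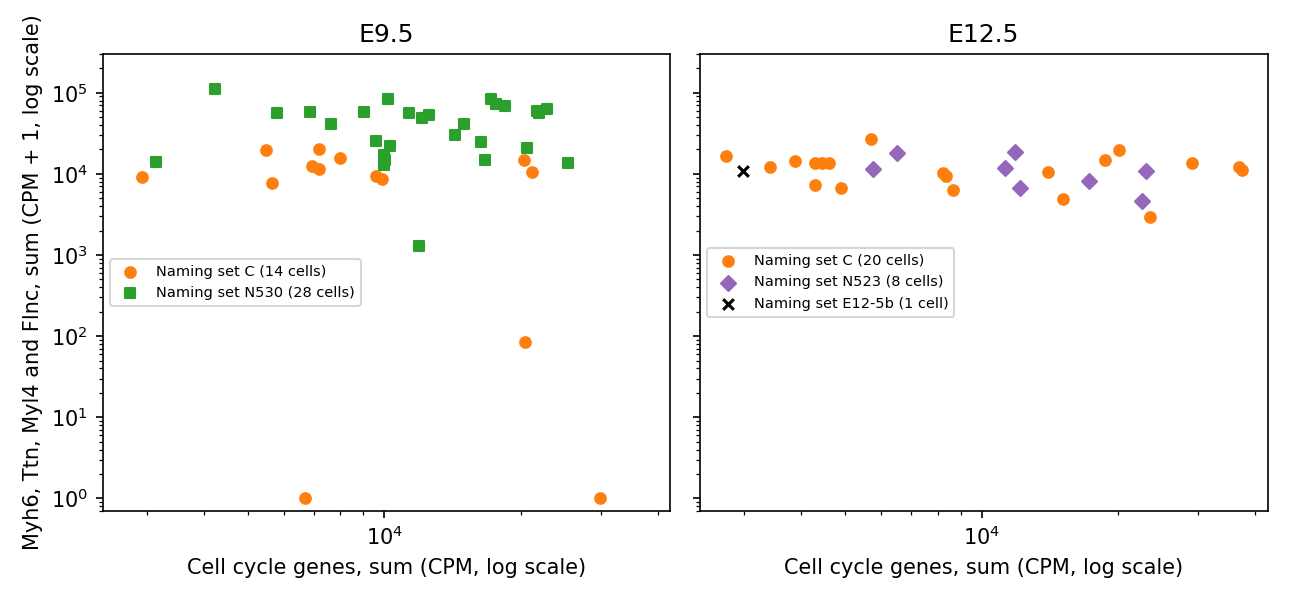
Summed CPM of the cell cycle genes (x axis, log scale) and of Myh6, Ttn, Myl4 and Flnc plus 1 (y axis, log scale) in each cell of E9.5 (42 cells) and E12.5 (29 cells), with 1 point per cell and marks by naming set. At E9.5 rho was 0.14 and at E12.5 it was -0.27.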

CMs with high cell cycle activity according to gene expression profiles displayed a “progenitor-like” gene profile, in which there was low expression of structural proteins (*Myh6, Ttn, Myl4, Flnc)* indicating immaturity, and high expression of transcription factors involved in embryonic and cardiac development *(Nkx2-5, Gata6, Tbx18*). Likewise, CMs with low cell cycle activity had an expression signature indicative of a more mature CM, with high levels of structural proteins and low levels of early cardiac transcription factors. These findings indicate a possible link between cell cycle activity and CM maturity that may be independent of embryonic age.

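With the longer list of 34 structural genes, rho was 0.05 at E9.5, with -0.03 in set C and -0.19 in set N530, and -0.49 at E12.5, with -0.65 in set C and -0.62 in set N523. Gene by gene at E9.5, rho with the cell cycle sum was 0.10 for Myh6, 0.13 for Ttn, -0.21 for Myl4 and 0.09 for Flnc, and -0.11 for Nkx2-5, -0.41 for Gata6 and 0.12 for Tbx18. At E12.5 the values were -0.39, -0.10, -0.24 and -0.36 for the structural genes and 0.10, 0.09 and 0.16 for the transcription factors.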

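Without the 2 cells farthest from the median of the cell cycle sum, rho with Myh6, Ttn, Myl4 and Flnc was 0.27 at E9.5 and -0.31 at E12.5. With the sum of Ccnb1, Cdc6 and Ccna2 as the measure of cycling it was -0.02 and -0.17. In 3 E9.5 cells, all of set C, fewer than 3 of the 8 cardiomyocyte markers reached 10 counts, and without them rho at E9.5 was 0.25, a choice made after these cells were seen. From the profiles of cells with high and low cell cycle activity, the paper proposes a possible link between cell cycle activity and maturity that may not depend on embryonic age.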

### Injury activates proliferation in neonatal but not adult CMs

We next examined whether regeneration in neonatal injured hearts is due to clonal expansion of αMHC-expressing CMs or non-αMHC (progenitor) cells. Newborn (P0) *αMHC*^CreER^; *R26*^VT2/GK^, *βactin*^CreER^; *R26*^VT2/GK^, and *Nkx2.5*^CreER^; *R26*^VT2/GK^ mice received tamoxifen followed by left anterior descending artery (LAD) ligation or sham operation 24 h later (P1). At 21 days post-injury (dpi) the majority of the tissue was regenerated and only a small fibrotic area remained (Fig. 6a–c; Supplementary Figure 13a). We observed frequent clones of CMs in the injury and border areas of *αMHC*^CreER^; *R26*^VT2/GK^ hearts, indicating division of CMs in response to injury. CM clones were also detected in the remote zones, albeit at a lower number. Quantification of the number of clones consisting of two or more cells in these models did not reveal significant differences, indicating that regeneration is largely due to CM division (Fig. 6d–f). Our observations support previous studies showing CM proliferation following neonatal cardiac injury^20,21^. However, it should be noted that this model cannot exclude the possibility of de-differentiation or reversion of existing CMs into a more primitive state with subsequent proliferation.

**Fig. 6:**
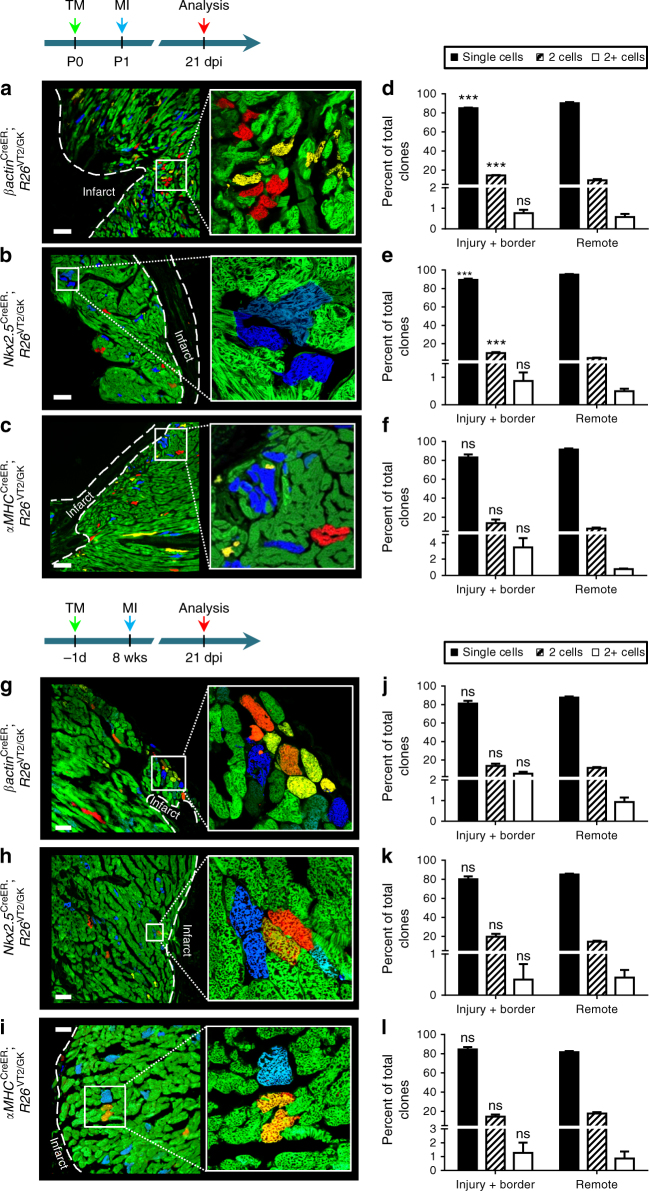
Myocardial injury activates CM proliferation in neonatal but not adult mice. Neonatal mice underwent left anterior descending artery (LAD) ligation at P1 and clonal analysis performed 21 days post injury. Representative confocal images of **a** *βactin*^CreER^; *R26*^VT2/GK^, **b** *Nkx2.5*^*CreER*^; *R26*^VT2/GK^ and **c** *αMHC*^CreER^; *R26*^VT2/GK^ heart (left ventricle) sections. Insets show close-up of boxed regions. **d**–**f** Quantification of clonal formation following neonatal injury. LAD ligation was performed in 8-week-old mice (**g**, **h**, **i**), followed by clonal analysis 3 weeks post-injury. Representative fluorescent microscope images of the infarct and border zone of **g** *βactin*^CreER^; *R26*^VT2/GK^, **h** *Nkx2.5*^*CreER*^; *R26*^VT2/GK^ and **i** *αMHC*^CreER^; *R26*^VT2/GK^ hearts (left ventricle). **j**–**l** Quantification of clonal formation following adult injury. White dashed line marks infarct area. (Tukey’s multiple comparison test), ***p < 0.001 to remote. All measurements shown are depicted as mean ± s.e.m

We next sought to find clonal evidence for CM proliferation in adult hearts after injury. In contrast to neonatal mice, LAD ligation performed in adults resulted in scar formation with sparse single-labeled cells and very rare two-cell clones detected in the infarct border zone (Supplementary Figure 13b; Fig. 6g–i). Overall, we observed a similar pattern of mosaic labeling, with no evidence of clonal dominance, in *Nkx2.5*^CreER^; *R26*^VT2/GK^, *βactin*^CreER^; *R26*^VT2/GK^, or *αMHC*^CreER^; *R26*^VT2/GK^ adult hearts after injury (Fig. 6j–l).

## Discussion

Stochastic labeling using the Rainbow model offers a precise, versatile method to retrospectively examine the proliferative behavior of CMs at a single-cell resolution. Utilizing this approach, we provide a direct and detailed investigation of mammalian embryonic and postnatal cardiovascular development. The existence of large clones observed during early development reflects the proliferative characteristic of progenitor cells that we also observed in early αMHC-expressing CMs. Our study points to the possibility that cardiac progenitors are able to maintain their proliferative potential for a longer span of time and contribute to a considerable portion of cardiac growth during embryonic development. Additionally, it is likely that their transition into a mature, less proliferative state occurs on a continuous, rather than discrete timescale with gradual expression of cardiac-specific markers concomitant with decreasing proliferative capacity.

Our BrdU and single-cell RNA sequencing experiments support the notion of heterogeneity within αMHC-expressing CMs, particularly within the early embryonic stages. The lower proliferative capacity at E12.5 compared to E9.5 may be due to combined effects of CM maturation: reduced response to developmental growth signals and cellular migration and a shift toward processes involved in heart contraction and cellular respiration. However, congruent with the idea of heterogeneity, we were able to identify CMs at E12.5 that still maintained high cell cycle activity and displayed a more “progenitor-like” gene profile.

Since our findings demonstrate the limited ability of postnatal CMs to undergo division, we sought to determine whether myocardial injury is sufficient to reactivate their proliferative capacity. It has been suggested that the mammalian heart retains a regenerative capacity shortly after birth that diminishes with age^20–22^. Our quantification of clone sizes within *αMHC*^CreER^; *R26*^VT2/GK^, *βactin*^CreER^; *R26*^VT2/GK^, and *Nkx2.5*^CreER^; *R26*^VT2/GK^ mice after neonatal and adult injury suggests that CM proliferation can be activated following injury early in life and that this ability is significantly limited with aging.

Potential limitations of the current study include the possibility that administration of a minimal dose of tamoxifen may not induce recombination in a very rare subset of αMHC^+^ CMs with proliferative potential in later time points. Thus, it is possible for small clones of cardiomyocytes that were not captured in the system to make sizeable contribution to murine heart growth during this time. We also cannot exclude the possibility that a small progenitor cell population exists, capable of proliferation during adulthood (in normal aging or upon injury) that was not marked by our labeling strategy. However, this is unlikely given the consistency of our observations across a large number of samples as well as the enhanced CM proliferation observed following neonatal injury.

In conclusion, we have developed a robust in vivo mammalian model of clonal analysis to provide important and direct insights into the source of CMs and the characteristics of progenitor cells both during development and after injury. These findings are critical for ongoing efforts to develop regenerative therapies for cardiovascular diseases^23^ in which an understanding of the mechanisms that regulate or reactivate the proliferative potential of these cells is a vital aspect.

## Methods

### Generation of Rainbow mice

All animal studies were performed according to the guidelines of UCLA’s animal care and use committee and the National Institutes of Health Guide for the Care and Use of Laboratory Animals. Both male and female mice were used for all animal experiments within this study. Rainbow transgenic mice (mixed background) were initially generated in I. Weissman’s lab at Stanford University. Rainbow mice carry a cassette of 4 fluorescent proteins, inserted in the Rosa26 locus under the control of CAG promoter. Upon Cre-mediated recombination the default GFP expression is replaced by random expression of one of three other fluorescent proteins: mCherry, mOrange and mCerulean. *Mesp1*^Cre^ (Mesp1^tm2(cre)Ysa^), *Rosa26*^CreER^ (B6.129-Gt (ROSA) 26Sortm1^(cre/ESR1)Tyj^/J), *Nkx2.5*^Cre^ (Nkx2-5^tm1(cre)Rjs^), *αMHC*^Cre^ (Myh6-cre), *αMHC*^CreER^ (Myh11-cre/ESR1), *βactin*^CreER^ (ACTB-cre/Esr1), and *Wt1*^CreER^ (Wt1^tm2(cre/ERT2)Wtp^/J) transgenic mice were obtained from The Jackson Laboratory. All animals were housed in sterile micro insulators and given water and rodent chow ad libitum.

### Generation of Nkx2.5^CreER^ knock-in mice

The targeting vector Nkx2.5IRESCre was a generous gift from Dr. Richard P. Harvey’s laboratory^24^. It consisted of a gene cassette (IRES-Cre) carrying an internal ribosome entry site linked to the gene encoding a nuclear-localizing recombinase, which was inserted into the 3′ untranslated region (utr) of Nkx2.5. This vector was further modified by replacing the Cre sequence with the CreERT2 in-frame downstream of the IRES site. The resulting construction vector included a hygromycin resistance gene cassette (pgk-HYGRO-pA) flanked by yeast flp recombinase target (frt) sites inserted downstream of IRES-CreERT2. The correct targeting occurred at a frequency of ~1 in 7 (22/152) hygromycin-resistant ES cell clones. Blastocyst injection of a single correctly targeted clone produced chimeric animals that passed the modified allele through the germline, generating the strain Nkx2.5IRESCreERT2HYGRO. To remove the pgk-HYGRO-pA cassette, founders were crossed with transgenic mice expressing the Flp recombinase gene (FLP1) in germ cells. Founders of this new strain (Nkx2-5IRESCreERT2) were backcrossed onto C57BL/6 mice. Validation and genotyping of mice were performed by Southern analysis and PCR. The resulting transgenic mice were fully viable, healthy, and fertile over several generations. In addition, this strategy resulted in preservation of the endogenous NKX2.5 loci, thereby avoiding haploinsufficiency, which may inadvertently influence developmental studies. Mice were genotyped by PCR using Cre-for (5′-TGCAGGTTTTGAGCCCTAAC-3′) and Cre-rev (5′-CGAGAATGACTTCCCTGTCC-3′).

It should be noted that not all mouse models in this study were knock-ins, posing the potential limitations associated with use of ectopically inserted promoters.

### Hydroxytamoxifen preparation and administration

Tamoxifen (Sigma) was dissolved by sonication in corn oil to a stock concentration of 20 mg/ml. 4-hydroxytamoxifen (4OH-TM, Sigma) was first dissolved in absolute ethanol to a concentration of 100 mg/ml followed by dilution with corn oil to a final stock concentration of 10 mg/ml. Extensive sonication and vortexing were used. Stock solutions were used within 3 days of preparation. To achieve minimum recombination, one dose of tamoxifen was given through intraperitoneal injection. Pregnant females from *αMHC*^CreER^; *R26*^VT2/GK^ and *βactin*^CreER^; *R26*^VT2/GK^ crossings received 4 mg and 350 μg of tamoxifen, respectively. Postnatally, *αMHC*^CreER^; *R26*^VT2/GK^ mice received 10 μg and *βactin*^CreER^; *R26*^VT2/GK^ mice received 1 μg of tamoxifen. Pregnant females from *Wt1*^CreER^; *R26*^VT2/GK^ and *Rosa26*^CreER^; *R26*^VT2/GK^ crossings were treated with 4 mg of 4OH-TM and 350 μg of tamoxifen, respectively.

### Measurement of tamoxifen levels in serum

Serum levels of 4OH-TM were measured after administration of tamoxifen to pregnant female mice. An aliquot of mouse plasma was mixed with acetonitrile in a 1:2 ratio, and then vortexed and centrifuged at 12,500 rpm for 8 min. The supernatant was removed and evaporated under a stream of argon. The resulting residue was reconstituted by vortex mixing with methanol. The solution was transferred to a tapered, limited volume autosampler vial which was then analyzed. The chromatographic separations were performed on a 10 cm × 300 μm Higgins Targa C18 3 μm column maintained at 50 °C. A 1 μl aliquot of sample was injected into the column and eluted with a 1–95% B gradient over 5 min where solution A was aqueous formic acid (0.1%) and solution B was acetonitrile. The eluate was analyzed and detected by tandem mass spectrometry (MS/MS) using selected reaction monitoring of the transition *m/z* 388.24 ≥ 71.9 with a Waters Micromass LCT Premier MS that allows accurate detection to the 1 nM range.

### Tissue harvest and processing for histological analysis

Hearts were harvested, perfused, and incubated in 4% (vol/vol) paraformaldehyde (4–6 h and 12–18 h at 4 °C for embryonic and postnatal hearts, respectively) followed by incubation in 30 % (wt/vol) sucrose in PBS at 4 °C for 12–18 h. The samples were removed from the sucrose solution and tissue blocks were prepared by embedding in Tissue Tek O.C.T. (Sakura Finetek). Blocks were kept frozen in −80^o^C. Frozen whole-heart blocks were sectioned into 7–10-μm-thick sections with a Leica CM1860 cryostat and mounted on Superfrost/Plus slides (Fisherbrand). Fluorescent images were acquired with Leica fluorescence inverted microscope DMI6000B equipped with an EL6000 light source and LED 590 (585/40), GFP ET (470/40), A4 ET (360/40), CFP ET (436/20) S-Gold (575/30) filter cubes. Confocal images were obtained with a Leica TCS-SP5 AOBS confocal multiphoton microscope. Lasers 458 nm, 488 nm (495 nm and 514 nm), and 594 nm were utilized to excite mCerulean, GFP, mOrange, and mCherry, respectively.

### Immunofluorescence

Sections were washed three times with PBS followed by antigen retrieval in 0.25% Triton for 10 min. Samples were blocked for 1 h in 10 % goat serum followed by incubation with primary antibodies for 2 h at room temperature (RT). Antibodies against α-sarcomeric Actinin (1/400, Sigma, A7811), α-smooth muscle actin (1/100, Sigma, A2547), CD31 (1/100, Abcam, ab28364), DDR2 (1/100, R&D, MAB25381), WT1 (1/100, Abcam, ab89901), and PDGFRα (1/100, Santa Cruz, sc338) were used. Alexa fluor 647 secondary antibodies were used (1:100, Invitrogen) for 1 h at RT. Co-localization of proteins with Rainbow-labeled clones was obtained through confocal z-stack analysis. WGA (1/500, Invitrogen) staining was performed for 1 h at RT. For co-localization purposes, blue pseudocolor was assigned to all clones analyzed in this manuscript.

### In vitro clonal analysis

Pregnant female mice were euthanized by isofluorane anesthetic overdose followed by cervical dislocation. The uterus containing E10.5 embryos was removed through an incision at the lower abdomen and was placed in sterile PBS supplemented with anti-biotic and anti-mycotic agents (PBS-AB/AM) at 37 °C. Embryos were dissected out of the uterus and their hearts harvested under a dissection microscope. Hearts were rinsed with PBS-AB/AM (37 °C) and digested in 0.2% (v/v) Collagenase type I solution for 1 h at 37^o^C. Following this, digested cells were collected by centrifugation (3 min, 3000 rpm) and resuspended in DMEM supplemented with 10% FBS. Cells were counted using a hemocytometer and plated onto 12-well culture dishes at a density of 500,000 cells per dish. Cells were maintained at 37 °C in 6% CO_2_ for 120 h. Images of single cells labeled with a Rainbow color were acquired with a Leica fluorescence microscope every 8 h. The feature “mark and find” of the Leica AF6000 software was used to ensure precise repositioning of defined positions within the culture dish.

### In vivo clonal analysis

The offspring of crossings between *R26*^VT2/GK^ and *Mesp1*^Cre^, *Nkx2.5*^Cre^, or *αMHC*^Cre^ were analyzed at P1, P14, and P21 (*n* = 4 for each). To determine clonal expansion in *αMHC*^CreER^; *R26*^VT2/GK^ and *βactin*^CreER^; *R26*^VT2/GK^ mice, tamoxifen was administered at E12.5 and E9.5, respectively and animals were analyzed at P2, P7, P15, and P30. In a second set of experiments, tamoxifen was administered at E12.5, P2, P7, and P15 and analysis was performed at P30. For experiments with *Wt1*^CreER^; *R26*^VT2/GK^ mice 4OH-TM was administered at E9.5 and analysis was performed at P0. Pregnant females from *Rosa26*^CreER^; *R26*^VT2/GK^ crossings received tamoxifen at E7.5 and were analyzed at P2. For each mouse strain and timepoint *n* = 6.

Images were processed with the Leica AF6000 software. 2D images of every ten sections of the whole tissue were obtained for each timepoint and experimental condition. Sections were stained with WGA to identify cell boundaries (Supplementary Figure 13). To specifically distinguish CM clones, sections were stained with α-sarcomeric actinin and co-localization of actinin with each clone was verified. Quantification of clone number and size was performed by manual counting of the number of single-color clusters and the cells within each cluster. Sample identity was hidden from the operator in order to perform quantifications in a blinded fashion.

### Clearing of P2 mouse hearts using CLARITY for 3D quantification of clone volumes

P2 mouse hearts were rinsed in PBS and then placed in 4% paraformaldehyde (Electron Microscopy Sciences) at RT for 4 h. The tissues were then rinsed in PBS and transferred to a 4% acrylamide solution (Bio-Rad) along with 0.5% w/v of the photoinitiator 2,2′-Azobis[2-(2-imidazolin-2-yl)propane]dihydrochloride (VA-044, Wako Chemicals USA) and incubated overnight at 4 °C. To initiate polymerization, tissues were incubated in the same solution at 37 °C for 3 h. After polymerization, the tissues were rinsed with PBS and then placed into a solution of 8% w/v sodium dodecyl sulfate (Sigma Aldrich) and 1.25% w/v boric acid (Fisher), pH 8.5 at 37 °C until cleared. Tissues were transferred to PBS for one day to remove residual SDS and stored in refractive index matching solution (RIMS) until imaging. The RIMS formulation is as follows: to make 30 ml RIMS, dissolve 40 grams of Histodenz (Sigma) in 0.02 M Phosphate buffer (Sigma) with 0.05% w/v sodium azide (Sigma) and syringe filter through a 0.2 mm filter. The tissues can be stored at RT in RIMS until ready for imaging.

### 3D imaging and reconstruction

Light sheet fluorescent imaging was carried out on a system previously developed^25^. A diode-pumped solid-state laser containing four wavelengths of 405 nm, 473 nm, 532 nm, and 589 nm (LMM-GB1, Laserglow Technologies, Toronto, ON, Canada) was used as the illumination source. The laser beam was first expanded from its initial diameter of 2 mm to 10 mm using a 5 × achromatic beam expander (GBE05-A, Thorlabs Inc, New Jersey, USA). Then the expanded beam was focused by a plano-convex cylindrical lens (=50 mm, LJ1695RM-A, Thorlabs Inc, New Jersey, USA) and was then reshaped by a group of achromatic doublets (AC254-060-A, AC254-100-A, Thorlabs, New Jersey, USA). After passing through an *f* = 150 mm lens, a laser-sheet 40 mm wide and 17 μm thick (Full width at half maximum value) was generated to optically section the entire heart sample. The detection path including an objective lens (2 × /0.06, Nikon), a tube lens (ITL 200, Nikon) and switchable optical filters (Semrock, New York, USA) was placed orthogonal to the illumination path for collecting the fluorescence signals. A scientific CMOS (ORCA-Flash4.0 V2, Hamamatsu, Japan) was mounted at the terminal to record the digitalized images with a high frame rate. Samples were mounted into a borosilicate glass tubing and placed on a motorized translational stage. The sample and its holderwere immersed in a chamber filled with 99.5% glycerol. Illumination and detection were computer-controlled. Horizontal stripe shadow artifacts were removed from light sheet images in the Fast Fourier Transform image of each plane by masking the frequency of the stripes near the *Y* axis using FIJI ImageJ software^26^. The images of serial sections were then assembled into a z-stack and processed. The contrast was adjusted and adjacent sections were automatically aligned using the StackReg plugin in Rigid Body mode^27^. A 3D volume of the aligned z-stack was rendered using Imaris x64 *ver. 7.7.1 (Bitplane AG, Zurich). Single clones were selected using the Isosurface function of Imaris.

### Neuregulin treatment

Recombination was induced at P15. Starting at P20 *αMHC*^CreER^; *R26*^VT2/GK^ mice received daily injections of Neuregulin (2.5 μg/mouse, NRG1, R&D) or control BSA (0.1%) for 9 days. Analysis was performed at P29 (control *n* = 3, NRG1 *n* = 4). Animals received BSA or NRG1 in a non-randomized manner.

### BrdU pulse and chase experiments

Dames carrying *αMHC-GFP* embryos at E9.5 or E12.5 and P1 neonates were administered 0.1 mg BrdU/g body weight of BrdU (BD Biosciences, 550891). Three hours post injection, hearts were collected and digested in collagenase type II (2600 U/ml) for 30 min at 37 °C and washed with 1 ml FACS Buffer. Cells were centrifuged and supernatant removed. BrdU staining was performed according to manufacturer’s protocol (BD Pharmingen, 552598) and cells were FACS analyzed using BD LSRFortessa™ Cell Analyzer Systems.

### Single-cell RNA sequencing using Fluidigm C1 platform

αMHC-GFP mouse hearts at E9.5, E12.5, and P1 were harvested and digested for FACS sorting. Hearts were digested in either 0.2% (v/v) Collagenase type I solution for 30 min at 37 °C (E9.5 and E12.5) or with Liberase Blendzyme TH and TM (Roche) in Medium 199 with DNAase I and polaxamer for 1 h at 37 °C (P1). P1 samples were passed through a 70 µm cell strainer (BD Falcon) before centrifugation at 450 × *g* for 5 min, supernatant aspirated, and pellet resuspended in FACS buffer. Single-cell RNA sequencing using the C1 Fluidigm platform was performed by the Genomics Core at Cedars-Sinai Medical Center. Cells were sorted directly into C1 Suspension Reagent to obtain a range of 200–260 cells/µl and 6–8 µl of cell suspension were loaded according to the manufacturer’s protocol on a primed C1 Single Cells AutoPrep Medium IFC microfluidic chip. The chip was run on a Fluidigm C1 instrument and images of all 96 capture sites were taken on a Leica DMi8 Fluorescent Microscope at ×100 and ×200 magnification. Lysis, reverse transcription, and PCR was then performed using the Fluidigm “mRNA Seq: RT + Amp (1772 × /1773 × )” script and commercially available kits from Life Technologies (Life Technologies Superscript II reverse transcriptase) and Clonetech (dSMART-Seq V4 Kit) according to manufacturer’s instructions. Amplified cDNA was harvested in a total of 13 µl of C1 Harvesting Reagent and quantified on an Agilent Bioanalyzer. Sequencing was performed on the NextSeq on a 1 × 75 high output flow cell following the NextSeq denature and dilute guide (Protocol A: Standard Normalization Method).

### Single-cell RNASeq analysis

RNASeq data was mapped with OLego version 1.1.5^28^ and normalized by using TPM (Transcripts per millions) analysis as shown in Supplementary Figure 14f. Total number of reads mapped to a known transcript annotation was estimated using featurecCounts version v1.5.0-p2^29^. Expression levels for each transcript were determined by normalizing the counts returned by featureCounts using custom Perl scripts. Normalized expression levels for each transcript were determined by transforming the raw expression counts to TPM following log2 scaling. Total number of reads mapped to the genome showed a bimodal distribution. This bimodal distribution separated high quality data and low-quality data. We performed StepMiner^30^ analysis to determine a threshold to identify cells with high quality data. All the cells with low-quality data were removed from subsequent analysis. Clustering was performed using standard hierarchical agglomerative approach using Euclidian distance as a metric for complete linkage (Fig. 5b; Supplementary Figure 14f, R package “hclust”).

t-SNE and differential gene expression analyses were performed as follows. Raw count matrices were generated using featureCounts and normalized by the number of mapped reads in log space (ln(mapped_reads/10,000 + 1)). We filtered to exclude low-quality cells with <2000 expressed genes (64 cells) and lowly expressed genes that are expressed in less than three cells (9714 genes) from all downstream analyses. This results in a normalized expression matrix of 13,623 genes among 122 cells (Supplementary Fig. 14a). 

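Of the 23337 gene symbols in the count table, 12159 were found in 3 or more of the 112 cells. With all 123 deposited cells the number was 12194, and with 2 counts needed for a gene to be found it was 11857.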

Cells were projected onto a 2D embedding using t-Distributed Stochastic Neighbor Embedding (t-SNE, perplexity set to 27) with cell loadings associated to 30 principal components utilizing all expressed genes as input (Fig. 5a, R packages ‘irlba’ and ‘Rtsne’). Cell cluster assignments were computed using K-means clustering with *k* = 4 (Fig. 5d). The number of K-means clusters was determined by computing the sum of squared error (SSE) for *k* = 1…15 and observing an “elbow” where the estimated number of clusters is observed. We implemented a negative binomial generalized linear model to identify differentially expressed genes enriched in each cluster. Genes satisfying an abs(log(average expression difference)) >0.5 and *p* < 0.01 were considered statistically significant. Gene Ontology enrichments among cluster enriched, differential genes were computed using Metascape (http://www.metascape.org) (Fig. 5e). RStudio (https://www.rstudio.com/) was used to run custom R scripts to perform the analyses described above. Generally, ggplot2 and pheatmap packages were used to generate data graphs.

### Myocardial infarction model

*βactin*^CreER^; *R26*^VT2/GK^, *αMHC*^CreER^; *R26*^VT2/GK^, and *Nkx2.5*^CreER^; *R26*^VT2/GK^ mice received tamoxifen 1 day prior to surgery. All surgical procedures were performed by a single, experienced surgeon, blinded to the identity of the mice. Myocardial infarction was generated via permanent ligation of the LAD. Neonatal mice (P1) (*n* = 3) were anesthetized in an isofluorane chamber (3% isofluorane) and placed on an ice bed for the entire procedure. An incision was performed at the fourth intercostal space and LAD was permanently ligated with an 8-0 suture. The chest wall was sutured with a 6-0 prolene suture and the skin wound was closed using a surgical skin adhesive. Following the procedure mice were placed under a heat lamp until recovery. Adult mice (8 weeks old) (*n* = 5) were anesthetized by intraperitoneal injection of ketamine (100 mg/kg) and xylazine (10 mg/kg). Animals were ventilated with oxygen-enriched room air during the entire procedure. Left thoracotomy was performed through an incision between the fourth and fifth intercostal muscles followed by removal of the pericardium. An 8-0 silk suture was used to permanently ligate the LAD. Post-operative discomfort was treated with buprenorphine (0.03–0.06 mg/kg). Sham-operated mice were submitted to the same procedure lacking the LAD ligation (*n* = 3 for P1 and 8 weeks old). Animals were submitted to sham operation or LAD ligation in a non-randomized manner.

### Statistical analysis

Student unpaired *t* test and one-way ANOVA were used for statistical analysis. All data are presented as mean ± SEM. Two-sample Kolmogorov–Smirnov distribution test was used to determine significance for 2D clonal size and 3D clonal volume analyses. A probability value *p* ≤ 0.05 was considered statistically significant. All analyses were performed with GraphPad Prism 5.04.

### Data availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. Sequencing and code sources that support the findings of this study have been deposited in GitHub at the following link: https://github.com/ShanSabri/Rainbow-analysis. Raw data files have been deposited in the GEO database under accession code GSE10842.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Peer Review File

# Supplementary material for: Analysis of cardiomyocyte clonal expansion during mouse heart development and injury
**Source:** Nat Commun. 2018 Feb 21;9:754. doi: 10.1038/s41467-018-02891-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Movie 1

Description: Serial frozen sections of an E15.5 β-actin^CreER^; *R26*^VT2/GK^ heart reconstructed to illustrate cardiomyocyte clones.

File Name: Supplementary Movie 2

Description: Red and yellow clones rendered from an *Nkx2.5*^CreER^; *R26*^VT2/GK^ mouse heart labeled at E12.5 using the CLARITY technique.

How the deposited data were processed for this re-analysis (not part of the article)

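Single αMHC-GFP+ cells from mouse hearts at E9.5 (42 cells), E12.5 (29 cells) and P1 (52 cells) were captured on Fluidigm C1 chips, amplified with the SMART-Seq V4 kit and sequenced as single reads of 75 bases on a NextSeq. The authors mapped the reads with OLego and describe the removal of cells with few mapped reads by a StepMiner threshold, without saying whether the deposited cells are those left. They deposited 1 table of raw read counts per gene symbol, made with featureCounts, with 1 column for each of 123 cells. The authors computed the deposited TPM (transcripts per 1000000) from these counts with custom Perl scripts, and the table holds them on a linear scale: every column sums to 1000000. The paper describes a further log2 step, which the deposited table does not include, so log2(TPM + 1) was computed wherever a log scale was planned. The TPM are above 0 in the same places as the counts. Neither table has spike-in controls or mitochondrial gene symbols, and 25 of the 23337 symbols read as dates, so that the genes behind them could not be named. The paper's text does not name the genome build or the gene lengths behind the TPM.

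Each cell was assigned to its time point by its label. The labels name no animal, litter, pool or chip, so each time point was taken as 1 sample of pooled cells, and no test, standard error or p-value was computed across cells. The prefixes of the cell titles (C and N530 at E9.5; C, N523 and E12-5b at E12.5; C at P1) were used as naming sets, which stand in for chips or runs within a time point. Set C is not 1 chip across time points, because capture-site numbers recur in it. Naming sets of at least 6 cells were also analysed on their own. The spread used to judge a ratio between time points was the SD over the combinations of these naming sets.

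Cells with 2000 or more genes at 1 count or more were kept, which left 42, 29 and 41 cells, and genes found in 3 or more cells entered the clustering. Total counts of the kept cells ranged from 69522 to 7711355. Shares of cells carry exact (Clopper-Pearson) binomial intervals at a level of 95%, and pooled CPM carry exact Poisson intervals. A count of 0 was read as a limit of 3 counts of the total, and a ratio against 0 counts as a lower bound. Reads without molecular identifiers are not independent molecules, so these intervals cover counting error only. At P1 1 count corresponds to 0.147 CPM of the pooled cells.

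For the clustering, counts were divided by the cell's total, multiplied by 10000, transformed as ln(x + 1), centred and scaled. 30 principal components (irlba 2.3.5.1) were given to t-SNE (Rtsne 0.17, perplexity 27, seed 1), and k-means with k = 4 and 25 starts was run on the embedding. Clusters were numbered after the paper by their makeup: the cluster with the most P1 cells is Cluster 4, the one of the others with the most E9.5 cells is Cluster 1, and the one of the rest with the most E12.5 cells is Cluster 3. Gene sets (cell cycle, structural, contraction, respiration, oxidation, cardiac differentiation, migration and developmental growth) and lists of cardiomyocyte, endothelial, fibroblast, epicardial, smooth muscle, erythroid, macrophage, atrial and ventricular markers were written before the data were examined, as were the main settings and most alternatives. The log2 ratio of a set is that of its summed pooled CPM. Beside it, the median over the genes of a set was placed among 10000 random lists of the same size matched on mean expression, as a description of these libraries. TMM factors were computed with edgeR 4.0.16.

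Genes named in the text are those the paper names for these cells and genes taken from the following lists, not all of which are given: for each pair of time points and direction, the 5 with the largest ratio among genes at 50 CPM or more in the higher time point, found in 25% or more of its cells and changed the same way in every combination of naming sets. In each gene set the 3 genes with the most counts are named where they decide a value, and for a P1 cell outside the P1 cluster, the 5 genes with the largest difference in each direction. Sex-linked transcripts were Xist and the sum of Ddx3y, Eif2s3y, Uty and Kdm5d, each at 10 counts or more.

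Alternatives were other minimum numbers of genes (1000 and 3000), 2 or 10 counts for a gene to be found, thinning of every cell to 100000 counts (which left out 3 P1 cells), other seeds, k = 3 and k = 5, k-means on the principal components, unscaled genes, clusters without the genes of the gene sets, means of cell CPM, TMM factors, deposited TPM, medians over genes, gene sets without their 3 leading genes, single naming sets, and cells without titles ending in "no", an ending that the labels do not explain. The scripts were tested on simulated counts with the totals of the real cells, in which 200 of 23337 genes were changed 8-fold (a log2 ratio of 3). The median log2 ratio recovered was 3.01 for E12.5 to E9.5, 2.95 for P1 to E9.5 and 3.07 for P1 to E12.5, and 192, 199 and 192 of the 200 highest-ranked genes were changed ones. For these recovered ratios the median shift of the unchanged genes was first subtracted, a step that the reported ratios did not have. Clustering with k = 3 of cells simulated from 3 profiles gave an adjusted Rand index of 1.000, and from 1 profile at equal depth -0.005. The main clustering used k = 4. The simulated cells held no difference between naming sets, so these runs do not test for one.

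Gene ontology, Metascape, STRING and the negative binomial model of the paper were not repeated, because the tools and databases were not available or because the model takes cells as replicates. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 were used.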

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

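The tests of doublets and of the P1 cell that lay outside the P1 cluster in every run were set in advance; the tests of the 3 other P1 cells, of carry-over and depth for the sex-linked transcripts, and of Hspb6 and Sln were chosen only after the result was seen.

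Endothelial markers, which the paper does not report, summed to 7921 CPM in the P1 cell that lay outside the P1 cluster in every run, where the 37 P1 cells of Cluster 4 had at most 24.0 CPM. Few genes or counts in that cell would put it outside the range of the others, but its 2988 genes and 205668 counts lay within it. A cell of another type would have markers of that type above the range of the other P1 cells and cardiomyocyte markers below it, and both were found: 6 of 8 endothelial markers reached 10 counts, led by Emcn (6165 CPM) and Pecam1 (797 CPM), and the cardiomyocyte markers summed to 263 CPM where the lowest of the others had 35088 CPM. Kdr and Cldn5 had 0 counts. The lowest E12.5 cell had 5211 CPM of cardiomyocyte markers, while 3 E9.5 cells had fewer than this P1 cell. An endothelial cell caught with the αMHC-GFP+ cells is therefore a candidate explanation, as a hypothesis from 1 cell. How GFP sorting would have passed it was not tested, and Ttn, Actc1 and Myh6 at 4 to 7 counts each leave open whether reads from other cells reached it. The title of this cell is 1 of 3 among the 41 P1 cells that end in "no", and the labels do not explain this ending.

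The 3 other P1 cells outside the P1 cluster, all in Cluster 2, had atrial markers (Myl7, Nppa, Sln, Nr2f2, Nr2f1, Tbx5 and Myl4) at 45242 CPM or more, where the median of the P1 cells of Cluster 4 was 407 CPM. Few genes or counts would put them outside the range of the other P1 cells, but the lowest of them had 2448 genes, within the range of 2124 to 4156. Atrial cardiomyocytes among mostly ventricular ones would have high atrial markers and little Myl2, and in these 3 cells Myl2 had 0 or 1 count where the others had at least 103. Sln reached 10 counts in all 3. The values are consistent with atrial cells. Cluster 4 also holds cells with atrial markers as high as 144191 CPM and 4 cells with Sln at 10 counts, all with Myl2 at 10 counts or more, so the marker sum alone does not separate the 3 cells.

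Xist and a Y transcript were found together, each at 10 counts or more, in 8 of 42 E9.5 cells (19.0%), all of set N530, in 2 of 29 E12.5 cells, both of set N523, and in 3 of 41 P1 cells, where a cell from 1 animal should have 1 of them. None of the 34 embryonic cells of set C had both, even at 1 count. Reads carried over evenly between the libraries of a set would leave Xist counts in every cell, but of 21 cells of set N530 with a Y transcript, 10 had 0 counts of Xist at totals of 1756981 to 5686717. Depth differs between the sets. After thinning, 7 of 28 cells of set N530 had both at 1 count or more (95% interval 10.7 to 44.9%), against 0 of 14 in set C of E9.5 (up to 23.2%). At E12.5, 1 of 8 thinned cells of set N523 and 0 of 20 of set C had both, and at P1 5 of 38 did. The intervals of the E9.5 sets overlap, which does not show that their shares are alike. Whether depth accounts for the difference is left open. For 2 cells in 1 capture site, cells with both were predicted to have more genes or counts than cells of set N530 with 1 of them, but the ratio of median genes was 1.00 and that of totals 0.97. In set N523 (2 cells against 4) the ratios were 1.10 and 0.72, and at P1 (3 cells against 34) they were 1.16 and 0.85, so that genes go the way of doublets there and totals do not. This leaves doublets open, also because 2 cells of like type share their genes and the amount of each library that was pooled is not known. The smaller of both signals was 3.03 to 59.6% of the larger in set N530, with a median of 18.1%; in the 2 cells of set N523 it was 10.4 and 43.8%, and in the 3 P1 cells 17.2 to 84.2%, with a median of 57.3%. No biological explanation was tested.

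A Y transcript without Xist was found in 29 of 41 P1 cells (70.7%, 95% interval 54.5 to 83.9), against 18 of 42 at E9.5 (42.9%, 27.7 to 59.0). At E12.5 it was found in 17 of 29 cells (58.6%, 38.9 to 76.5), an interval that overlaps both of these. The intervals of P1 and E9.5 overlap each other as well. At 1 count or more the shares were 70.7% at P1 and 38.1% at E9.5. At 50 counts or more they were 43.9% and 45.2%, and 19 of 41 P1 cells had neither transcript, against 5 of 42 E9.5 cells. The difference thus depends on the threshold. The paper states that both sexes were used and does not give the sex of the animals behind these cells. The number of animals behind each time point is unknown, and no explanation of this difference was tested.

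Hspb6 was found in 90.2% of P1 cells and 41.4% of E12.5 cells, and had no count in any E9.5 cell; Sln was found in 26.8% of P1 cells, 27.6% of E12.5 cells and no E9.5 cell. The paper's text names neither gene, and the full list behind Fig. 5b was not used here. Lower depth would need fewer counts at E9.5, but the E9.5 cells hold 101042067 counts, more than the 6819717 of the P1 cells, where Hspb6 stood at 729 CPM. A difference in the genes that the authors' annotation could count would not differ between time points of 1 table. The age of the heart remains open as a biological explanation and is a hypothesis, since both genes were found on the same data; how the processing of the embryonic libraries differed was not tested.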

How the results depend on the processing

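Of 634 values under alternatives, 495 stayed within the spread or interval of the reported value, 135 moved beyond it, and 4 changed sign where the reported value was larger than its spread. Among log2 ratios of gene sets and correlations, 36 more values changed sign where the reported value was within its spread, and 17 of these moved by more than the spread. Of the values for named genes, 39 of 44 stayed within the spread or interval. So did 95 of 114 for genes the paper gives to E9.5 and 51 of 60 for cell cycle genes. For gene sets, 137 of 192 between time points and 72 of 96 between clusters did so. The 16 values for likeness of cells were also counted as within it, although E9.5 went from 0.402 to 0.567 in set C. The naming sets of E9.5 lay 0.199 apart, so a spread of that size cannot show that likeness is stable. Of the alternatives behind these values, the clusters of all mapped cells, the numbers of outlying P1 cells with k = 3, k = 5 and without the genes of the sets, thinned counts within naming sets, cells without those short of cardiomyocyte markers, means of cell CPM for clusters, the numbering of clusters by share of E12.5 cells and all those for likeness were chosen after seeing the data. No paired analysis was possible because the labels name no animal, litter or pool. Where a value moved, the cause was not tested, apart from numbers of cells or genes that follow from a filter.

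With a minimum of 3000 genes, 18 P1 cells passed and 42 cells were removed, and with 1000 genes 0 were removed. The adjusted Rand index with time points was 0.592 with k-means on principal components, 0.613 with genes not scaled, 0.641 without the genes of the sets, and 0.392 to 0.631 over 20 other seeds. The number of P1 cells outside the P1 cluster was 1, 1 and 1 under the first 3 of these, and 15 with all mapped cells. The reported clusters use seed 1, whose Clusters 1 and 3 differ in makeup from those of 17 of the 20 other seeds.

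Shares of cells moved as follows. In set C, Ccnb1 at E9.5 was found in 42.9% of cells and in 35.7% with thinned counts; at P1 it was found in 0% with thinned counts and 0% with 10 counts or more, where Ccna2 was also at 0%. Cdc6 was at 7.14% in set N530 of E9.5 with thinned counts and at 0% in set N523 of E12.5, 0% when thinned. Of the 8 thinned cells of set N523, 1 cell each (13%) had Ccna2, Thbs4, Kif26b and Col2a1. At E9.5, Thbs4 was at 59.5% with thinned counts, 54.8% with 10 counts or more, 57.1% in set C and 50% in set C thinned; Kif26b was at 35.7%, 35.7%, 14.3% and 7.14% in the same order, and 78.6% in set N530. At E12.5, Kif26b was at 20.7% with 10 counts or more. Col2a1 at E9.5 was at 50% in set C and 96.4% in set N530, and at 42.9% and 92.9% when thinned. Sall4 at E9.5 was at 100% in set C and 64.3% in set N530 thinned. With 50 counts or more, P1 cells with both sex-linked transcripts were at 0% and those with a Y transcript alone at 43.9%.

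The differences in SD of log2 values were 0.91 for Ccnb1 from E9.5 to E12.5 among cells with the gene, 0.11 between sets N530 and C, and 2.82 for Cdc6 between sets C and N523. On the scale of log2 counts per 10000, which is narrower by construction, they were 1.21 (E12.5 to P1) and 1.54 (E9.5 to P1) for Ccnb1, 0.74 and 0.86 for Ccna2, and 0.71 (E9.5 to P1) for Cdc6. The Spearman correlation of the cell cycle sum at E9.5 was -0.22 with Myh6, Ttn, Myl4 and Flnc in set C and -0.19 with the structural list in set N530; at E12.5, with that list, it was -0.38 without the 2 farthest cells, -0.65 in set C and -0.62 in set N523.

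The values that moved among log2 ratios of gene sets between time points were these. With TMM factors: E12.5 to E9.5, 0.52 for cell cycle, 1.34 for respiration and 1.18 for oxidation; P1 to E9.5, -2.33 for cell cycle; P1 to E12.5, -2.85 for cell cycle, 0.47 for structural, 0.40 for respiration and 1.25 for oxidation. With the deposited TPM: E12.5 to E9.5, -0.094 for cell cycle and 0.55 for contraction; P1 to E9.5, -2.85 for cell cycle, 2.54 for contraction, -0.94 for cardiac differentiation, -1.13 for migration and -2.44 for developmental growth; P1 to E12.5, -2.75 for cell cycle, 0.41 for structural, 1.94 for oxidation, -0.42 for cardiac differentiation and -1.08 for migration. With the median over genes: E12.5 to E9.5, -0.51 for cell cycle; P1 to E9.5, -3.97 for cell cycle, 0.86 for contraction and -0.91 for cardiac differentiation; P1 to E12.5, -3.74 for cell cycle and 1.21 for oxidation. Without the 3 leading genes of each set: E12.5 to E9.5, -0.057 for cell cycle, 1.60 for contraction and -0.58 for migration; P1 to E9.5, -2.75 for cell cycle, 3.91 for contraction and -0.10 for cardiac differentiation; P1 to E12.5, -2.69 for cell cycle, 1.24 for oxidation and 0.26 for migration. Between the cells of set C: E12.5 to E9.5, 0.55 for structural, 0.96 for contraction and 0.10 for cardiac differentiation; P1 to E9.5, -2.35 for cell cycle, 1.41 for structural, 2.71 for contraction, 1.88 for respiration, 2.80 for oxidation, -0.36 for cardiac differentiation, -1.13 for migration and -2.34 for developmental growth; P1 to E12.5, -2.53 for cell cycle, 0.86 for structural, 1.75 for contraction, 0.93 for respiration, 1.77 for oxidation, -0.46 for cardiac differentiation, -0.94 for migration and -1.73 for developmental growth. Without titles ending in "no": P1 to E12.5, -2.74 for cell cycle. Of reported values larger than their spread, those that changed sign were cardiac differentiation of E12.5 to E9.5, reported as -0.74, in set C, and migration of P1 to E12.5, reported as -0.47, without its leading genes.

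With clusters made without the genes of the sets, the log2 ratios of Cluster 3 to 1 were 1.02 for contraction, 0.29 for respiration, 0.32 for developmental growth and 0.15 for migration, all of which were below 0 as reported, and only that of migration, -0.36, was larger than its spread. Those of Cluster 4 to 1 were -1.45 for cell cycle, 0.44 for structural genes, -0.36 for migration and -0.30 for developmental growth, and those of Cluster 4 to 3 were 1.26 for contraction, 0.69 for respiration, 1.52 for oxidation and -0.62 for developmental growth. TMM factors gave -0.29 for migration of Cluster 4 to 3, and means of cell CPM gave 1.04 for structural genes of Cluster 4 to 1, and -0.68 and -1.22 for migration of Clusters 3 and 4 to 1.

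Number 1 went to the cluster with the most E9.5 cells, 16 against 15, although Cluster 1 has the larger share of E12.5 cells. Numbered by that share, Clusters 1 and 3 are exchanged: the ratios of Cluster 3 to 1 become -0.26 for structural genes, 0.39 for respiration and 0.36 for migration, the last the fourth change of sign counted above; those of Cluster 4 to 1 become 0.40, 1.45 and -0.51; and those of Cluster 4 to 3 become 1.06 for respiration and -0.87 for migration.

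Depth limits the low counts at P1. The 41 P1 cells hold 6819717 counts in all, against 50538600 at E12.5, so that a gene with 0 counts can still stand at up to 0.440 CPM at P1, and a share of 0 of 41 cells has an interval of up to 8.6%. Thinning to 100000 counts left out 3 P1 cells.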

Differences from the paper's values

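For cells removed by the filter on 2000 genes, the paper's value is 64 and the value here is 11. With a minimum of 1000 genes it is 0, with 3000 genes 42 and with 2 counts per gene 12, so none of these alternatives set before the data were examined comes within 1.5 times of the paper's value. The paper's kept and removed cells add up to 186 and the deposited files hold 123.

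The paper's share of E9.5 cells with Sall4 is 44%, and the value here is 83.3%. No threshold is stated in the paper's text for this share or for that of Hmga2. It is 73.8% with thinned counts and with 10 counts or more, 83.3% with all mapped cells, 100% in set C and 75.0% in set N530, and all of these differ from the paper's value. Of the alternatives added after the values were seen, thinned counts in set N530 came closest, at 64.3%.

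For Hmga2 the paper's share of E9.5 cells is 53%, and the value here is 100%. With thinned counts, with 10 counts or more, with all mapped cells, in set C and in set N530 it is also 100%, so every alternative differs from the paper's value.

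The paper gives Thbs4, Kif26b, Col2a1 and Prtg to E9.5 cells alone. Its text states no threshold for this, so the cutoffs here may be unlike it. Pooled levels of the 4 genes were 119 to 517 CPM at E9.5 and 2.02 to 7.78 CPM at E12.5. At E12.5 they were found in 8, 12, 9 and 6 of 29 cells, and at P1 in 3, 2, 0 and 1 of 41 cells. With 10 counts or more, they were found in 5, 6, 7 and 4 cells at E12.5 and in 1, 1, 0 and 1 cells at P1.

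The paper describes Clusters 1 and 3 as enriched for E9.5 and E12.5 cells. Number 1 was given here to the cluster with the most E9.5 cells, and with 16 against 15 of them it went to the one with the larger share of E12.5 cells: Cluster 1 held 16 E9.5 and 22 E12.5 cells and Cluster 3 held 15 E9.5 and 4 E12.5 cells. Numbered by share of E12.5 cells, which was chosen after the values were seen, the 2 numbers are exchanged, and 1 of the 2 clusters is enriched for each age as in the paper. Under 17 of the 20 other seeds, Cluster 1 held more E9.5 than E12.5 cells and Cluster 3 more E12.5 than E9.5 cells. E9.5 cells were the larger part of Cluster 1 with genes not scaled (26 of 28 cells), with thinned counts (22 of 23), with k = 3 (28 of 51), with k = 5 (14 of 20) and without the genes of the sets (24 of 24), and, added after the values were seen, with all mapped cells (26 of 30), but not with k-means on principal components (20 of 49). E12.5 cells were the larger part of Cluster 3 with genes not scaled (20 of 27 cells), with thinned counts (22 of 29), with k = 5 (16 of 21) and without the genes of the sets (25 of 32), and, added after the values were seen, with all mapped cells (26 of 29), but not with k-means on principal components (0 of 5) or with k = 3 (3 of 16). The paper places its single outlying P1 cell in Cluster 3, and here 4 P1 cells lay outside Cluster 4, in Clusters 1 and 2. The 1 in Cluster 1 lies in Cluster 3 when numbered by share. A single cell lay outside with k-means on principal components, with genes not scaled and, added after the values were seen, without the genes of the sets. The P1 cell that lay outside in every run was in Cluster 3 with genes not scaled, with thinned counts, with k = 5, with k-means on principal components, without the genes of the sets, and under 12 of 20 other seeds.

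The paper reports heart contraction and cellular respiration as higher in Cluster 3 than in Cluster 1, and the log2 ratios here were -0.07 and -0.39. Numbered by share of E12.5 cells, chosen after the values were seen, they are 0.07 and 0.39. With clusters made without the genes of the sets they were 1.02 and 0.29, and under the 20 other seeds they were above 0 in 16 and 14. Means of cell CPM, an alternative added after the values were seen, gave 0.25 for contraction and -0.12 for respiration. The paper reports developmental growth, cell division and migration as lower in Cluster 3, and the ratios here were -0.18, -0.03 and -0.36, but 0.18, 0.03 and 0.36 when numbered by share and 0.32, 0.13 and 0.15 with clusters made without the genes of the sets. Under the 20 other seeds they were above 0 in 13, 15 and 14. For the clusters made without the genes of the sets, means of cell CPM gave -0.13, 0.14 and -0.003.

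The paper proposes that genes for cell division are already lower at E12.5, and the log2 ratio of the summed cell cycle genes of E12.5 to E9.5 was 0.09. It was below 0 with the deposited TPM (-0.09), with the median over genes (-0.51) and without the 3 leading genes (-0.06). For migration genes, which the paper also proposes to be lower at E12.5, the ratio was 0.08. It was below 0 with the deposited TPM (-0.05), with the median over genes (-0.08), without the 3 leading genes (-0.58) and in set C (-0.19). The paper states that cardiac differentiation genes are lower at P1, and their ratio of P1 to E12.5 was 0.14. It was below 0 with means of cell CPM (-0.27), TMM factors (-0.12), the deposited TPM (-0.42) and the cells of set C (-0.46).

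The paper describes cells of E9.5 and E12.5 with high cell cycle activity as low in structural genes and high in early transcription factors. At E9.5 the correlation over cells was 0.14 with the structural genes and -0.30 with the transcription factors. At E9.5 the correlation with the structural genes was negative in set C (-0.22) and with Ccnb1, Cdc6 and Ccna2 as the measure (-0.02), and none of the settings run made that with the transcription factors positive.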

Other observations

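The tests of cluster 2 by genes per cell and by naming set, of depth for the cell cycle genes at P1 and of naming sets for those at E12.5 were set in advance; the other tests in this part were chosen only after the result was seen.

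Cluster 2 held 11 E9.5 and 3 E12.5 cells. Shallow libraries would have fewer counts, but the median total of these 14 cells was 2803065, above the 517873 of the other embryonic cells. Their median number of genes was 3016, against 4482, and thinning to equal counts, which was predicted to dissolve a cluster made by shallow or poor libraries, left all 14 in Cluster 2. Of the 14 cells, 13 stayed without the genes of the sets and 11 with k-means on principal components; with genes not scaled, at most 8 of them shared a cluster, Cluster 1. Poor libraries, with fewer genes at an equal number of counts, would still give this, and after thinning the 14 cells had a median of 2078 genes against 3800 in the other cells of sets N530 and N523. All 14 belonged to these sets and none to set C, which a difference between chips would give and cells drawn in proportion from both sets would not. Poor libraries on these chips are a candidate explanation. A cell state with fewer genes that was caught on these chips alone cannot be told apart from it, because both would give this. The 22 other embryonic cells of sets N530 and N523 had a median of 5450 genes, so these sets were not low as a whole.

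Few P1 cells had Ccnb1 or Ccna2, and P1 cells had fewer counts. If lower depth were the cause, the shares would come together after thinning, but 50.0% of E9.5 cells (95% interval 34.2 to 65.8) had Ccnb1 at equal depth against 0 of 38 P1 cells (up to 9.25%), and 45.2% against 2.63% had Ccna2. Within set C of E9.5, 35.7% of cells had Ccnb1 at equal depth. The other embryonic sets had 45% to 57.1%, while for Ccna2 1 of 8 cells of set N523 had it. If a difference between chips of the size seen between naming sets were the cause, the sets of 1 time point would differ by as much as P1 differs from the nearest of them, but the summed cell cycle genes differed by a log2 of 0.16 between the sets of E9.5 and 0.09 between those of E12.5, and P1 lay at -2.35 to -2.62 against them. Fewer cycling cells at P1 is a hypothesis left by these tests. A chip effect larger than these is untested, since no chip is known to hold cells of P1 and an earlier age (7 capture-site numbers of set C occur at both E9.5 and P1), and so is the digestion of the hearts, which the paper gives as different at P1.

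Fewer E12.5 than E9.5 cells had Ccnb1, Cdc6 or Ccna2. For Ccnb1 the naming sets of E9.5 differed by 32.1 percentage points and the time points by 16.0, and for Ccna2 by 21.4 and 8.87, which a difference between chips would give. For Cdc6 both sets of E12.5 (10.0% and 0%) lay below both sets of E9.5 (35.7% and 14.3%), which it would not give. This order did not hold after thinning, with Cdc6 in 7.14% of set N530 of E9.5 and 10% of set C of E12.5. The share of set C at E9.5 also includes 3 cells short of cardiomyocyte markers. Without them 6 of 39 E9.5 cells (15.4%) had Cdc6, against 9 of 42 with them. The number of cells is too small to decide, so a change with age and a difference between chips cannot be told apart here.

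E9.5 cells were less alike than P1 cells. Depth does not account for it, since after thinning the median correlation between E9.5 cells was 0.397 and that between P1 cells 0.580. A difference between chips would show as naming sets of E9.5 that differ as much as E9.5 differs from P1, and they differed by 0.199, with 0.567 in set C, near the 0.583 of P1. The lower likeness at E9.5 may come from the cells of set N530, whether by chip or by the cells it caught. By the median SD of the genes of the sets, set C of E9.5 (0.482) still lay above P1 (0.434, and 0.361 without the cell short of cardiomyocyte markers).

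In 3 E9.5 cells, all of set C, the cardiomyocyte markers summed to 4.35, 81.8 and 246 CPM, where the other E9.5 cells of this set had 17059 to 47607 CPM. Few genes or counts are no explanation, since they had 4179 genes or more and 342406 to 459811 counts, within the range of the other cells. Endothelial cells would have 3 or more endothelial markers at 10 counts in each, and 1 of the 3 cells had them (5 markers, 1922 CPM in sum). Another of the 3 cells had 3 fibroblast and 2 epicardial markers at 10 counts and the highest cell cycle sum of all E9.5 cells, 29886 CPM. An endothelial cell is a candidate explanation for the one and cells of another type stay open for the others. All 3 had Hmga2 and Sall4.

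Thbs4, Kif26b, Prtg and Sall4 were found in a few P1 cells. Carry-over from the E9.5 libraries at the proportion of Thbs4 would have given 18.6 counts of Hmga2 at P1, and 0 were found. Hmga2 was found in 14 E12.5 cells at a median of 258 CPM and up to 899 CPM, where the E9.5 cells had a median of 566 CPM, and carry-over at a small proportion would not reach that level.

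The marker lists gave these results. Counting cells with 3 or more markers at 10 counts, cardiomyocyte markers were found in 39 of 42 cells at E9.5, 29 of 29 at E12.5 and 40 of 41 at P1; endothelial markers in 1, 0 and 1; fibroblast markers in 2, 1 and 0; smooth muscle markers in 27, 17 and 1; and epicardial, erythroid and macrophage markers in 0 cells at each time point. The atrial list summed to 18148 CPM at E9.5, 21248 CPM at E12.5 and 11304 CPM at P1, and the ventricular list to 8603, 8990 and 14848 CPM. The atrial list shares Myl4 and Myl7 with the structural genes, the ventricular list shares Myl2, Myl3 and Myh7 with them, and Tbx18 is in the epicardial list and among the transcription factors that the paper names.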
